# Molecular hydrogen stimulates the gene expression of transcriptional coactivator PGC-1α to enhance fatty acid metabolism

**DOI:** 10.1038/npjamd.2016.8

**Published:** 2016-04-28

**Authors:** Naomi Kamimura, Harumi Ichimiya, Katsuya Iuchi, Shigeo Ohta

## Abstract

We previously reported that molecular hydrogen (H_2_) acts as a novel antioxidant to exhibit multiple functions. Moreover, long-term drinking of H_2_-water (water infused with H_2_) enhanced energy expenditure to improve obesity and diabetes in *db*/*db* mice accompanied by the increased expression of fibroblast growth factor 21 (FGF21) by an unknown mechanism. H_2_ was ingested by drinking of H_2_-water or by oral administration of an H_2_-producing material, MgH_2_. The comprehensive gene expression profile in the liver of *db*/*db* mice was analyzed by DNA microarray. The molecular mechanisms underlying the gene expression profile was investigated using cultured HepG2 cells. Moreover, the effects on lifespan of drinking H_2_-water were examined using wild-type mice that were fed a fatty diet. Pathway analyses based on comprehensive gene expression revealed the increased expression of various genes involved in fatty acid and steroid metabolism. As a transcription pathway, the PPARα signaling pathway was identified to upregulate their genes by ingesting H_2_. As an early event, the gene expression of PGC-1α was transiently increased, followed by increased expression of *FGF21*. The expression of *PGC-1α* might be regulated indirectly through sequential regulation by H_2_, 4-hydroxy-2-nonenal, and Akt/FoxO1 signaling, as suggested in cultured cell experiments. In wild-type mice fed the fatty diet, H_2_-water improved the level of plasma triglycerides and extended their average of lifespan. H_2_ induces expression of the *PGC-1α* gene, followed by stimulation of the PPARα pathway that regulates FGF21, and the fatty acid and steroid metabolism.

## Introduction

We previously reported that molecular hydrogen (H_2_) acts as a novel antioxidant and effectively protects cells against oxidative stress.^1^ Subsequently, it was revealed that H_2_ exhibits multiple functions, including anti-inflammation, anti-apoptosis, anti-allergy and regulation of differentiation, in addition to anti-oxidative functions.^2,3^ Many publications have strongly suggested that H_2_ has potential for broad therapeutic and preventive applications because of its lack of adverse effects.^3^ In addition to extensive animal experiments, >10 papers on clinical studies have been published, including on double-blinded clinical studies for patients with Parkinson’s disease and rheumatism.^4,5^ The field of hydrogen medicine is highly expected to deliver actual medical applications in many diseases.

In addition to anti-oxidative roles, we reported the benefit of *ad libitum* drinking of H_2_-water (water infused with H_2_) for type 2 diabetes using *db/db* obesity model mice that lack the functional leptin receptor.^6^ Long-term drinking of H_2_-water significantly decreased body and fat weights, and the levels of plasma glucose, insulin, and triglyceride. Importantly, the *db*/*db* mice ingested the same amounts of water and diet. Moreover, we found enhanced expression of a hepatic hormone, fibroblast growth factor 21 (FGF21), which is known to function to enhance fatty acid and glucose expenditure.^6^ On the other hand, the phosphoenolpyruvate carboxykinase (PEPCK) and glucose-6-phosphatase, catalytic subunit (G6PC) genes involved in gluconeogenesis were not affected.^6^ These results suggest the potential benefit of H_2_ in improving obesity, diabetes, and metabolic syndrome. In fact, drinking H_2_-water improved nonalcoholic steatohepatitis (NASH) model mice^7^ and a clinical study indicated that it caused a decrease in low-density lipoprotein in patients with metabolic syndrome.^8^

To understand the molecular mechanism by which H_2_ stimulates energy metabolism, it needs to be clarified whether long-term drinking of H_2_-water (e.g., for 3 months) primarily regulates gene expression to exhibit phenotypic change or conversely phenotypic changes influence gene expression as a secondary consequence.

To reveal the causal association among drinking H_2_-water, gene expression and phenotypes, we comprehensively analyzed time-dependent expression by microarray, and found that H_2_ stimulates the gene expression of a transcriptional coactivator, peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α), as an early event, followed by activation of the peroxisome proliferator-activated receptor α (PPARα) pathway to transcribe the genes involved in fatty acid metabolism. The expression of *PGC-1α* might be regulated indirectly through sequential regulation by H_2_, 4-hydroxy-2-nonenal (4-HNE), and the Akt (or Protein Kinase B (PKB))/Forkhead box protein O1 (FoxO1) signaling. In addition, we show that drinking H_2_-water improved plasma triglycerides and extended the average of lifespan of the wild-type mice that were fed a fatty diet.

## Results

### Long-term consumption of H_2_-water increased the expression of various hepatic metabolic genes

To clarify the causal association in drinking H_2_-water between gene expression and stimulated energy metabolism, we attempted to identify the changes in gene expression at the early stage before a phenotype appears. When H_2_-water was given for 14 days, no significant phenotype was observed as judged by body weight and the plasma levels of glucose and triglyceride (Supplementary Figure S1). Thus, we comprehensively screened all genes by DNA microarray on day 14 in order to explore candidate genes that induce the appearance of a phenotype. The hepatic gene expression profiles in mice drinking both H_2_-water and degassed version as control water were examined using Agilent cDNA microarray technology. Analysis was performed on three samples in each group to evaluate the statistical significance of differences.

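The *db*/*db* mouse lacks a working leptin receptor and becomes obese and diabetic. Liver RNA of 9 mice per group was combined into 3 pools of 3 mice. Each pool of the H_2_-water group was hybridized with a pool of the control-water group on the same array, which gave 3 two-color arrays after 14 days. The control pool carried Cy3 and the H_2_-water pool Cy5 on all 3 arrays. No array had the dyes swapped, so a ratio also holds any dye bias of its probe. The sample labels give 0.8 mM as the H_2_ concentration of the water. The authors processed the scans with Feature Extraction, which corrected each intensity for background and normalized the dyes against each other within an array. The deposited files hold 44397 features per array, fewer than the array format named in the methods has. Control features were left out, which left 43020 spots of 39429 probes. From the processed intensities, each channel was divided by its total over these spots. The methods normalize by the total intensity in each array, of which this is a reading made here. Dividing a whole array by its total would leave its ratios as deposited. The spots that Feature Extraction had marked as non-uniform or as outliers, 176 to 244 per array, were left out. The log2 ratio of Cy5 to Cy3 was then averaged over the spots of a probe. Between 54.3% and 56.5% of the spots (median 55.7%) were above background in both channels, and 0 spots were saturated. The mean ratio of the group was tested against 0 with limma, two-sided, in a fit of all 12 arrays of the study, in which the 4 groups share an estimate of the spread. The test covered the probes above background in both channels on all 3 arrays. A probe was called changed when its *P* value, adjusted by the Benjamini-Hochberg method, was under 0.05. The number of arrays limits the precision of each ratio.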

A total of 1,886 genes were significantly differentially expressed, including 1,344 upregulated genes and 542 downregulated ones shown as a heat map panel (Supplementary Figure S2); however, there were no genes for which the expression level changed more than twofold in the H_2_-water group and that belong to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway DataBase, suggesting that the effects of H_2_ are mild. 

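Of the 20482 probes tested at 14 days, limma called 1878 changed, 752 of them higher and 1126 lower with H_2_-water. They carried 601 gene symbols among the higher probes and 787 among the lower ones. The change had a median size of 0.23 on the log2 scale, or 1.18-fold. Of the called probes, 2 lay beyond 2-fold, and both were lower. The log2 ratio was −1.12 for *Sncb* (standard error 0.139, adjusted *P* = 0.0016) and −1.001 for *Ihh* (standard error 0.182, adjusted *P* = 0.011). Without 1 of the replicates, the ratio of *Ihh* lay between −1.13 and −0.79, with an adjusted *P* between 0.040 and 0.078. Over the other alternatives, the ratio of *Sncb* ranged from −1.12 to −0.45 (adjusted *P* up to 0.18). That of *Ihh* ranged from −1.001 to −0.42 (adjusted *P* up to 0.058), so neither gene stayed beyond 2-fold under all of them. The largest rise was 0.90. Whether *Sncb* and *Ihh* belong to KEGG pathways was not analyzed here. The division into higher and lower probes moved with the scaling of the channels. It was 998 higher and 768 lower with the ratios as the authors deposited them, 1028 and 712 with each array centered on its median, and 1712 and 894 after normexp background correction and loess normalization. Of the 1878 probes, 1513 were also called with the deposited ratios and 1367 after normexp and loess. The median of all tested probes was −0.027 with the channels scaled by their totals. With each replicate left out in turn, between 228 and 299 probes were higher and between 172 and 238 lower. The counts moved most when Feature Extraction's own *P* value had to pass on all 3 arrays, to 181 higher and 26 lower. The methods' t-test on the log2 signals of the channels, without adjustment, called 1659 probes higher and 2579 lower of 20430, where chance gives 1022. After Benjamini-Hochberg adjustment it called 17.

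**Figure D1:**
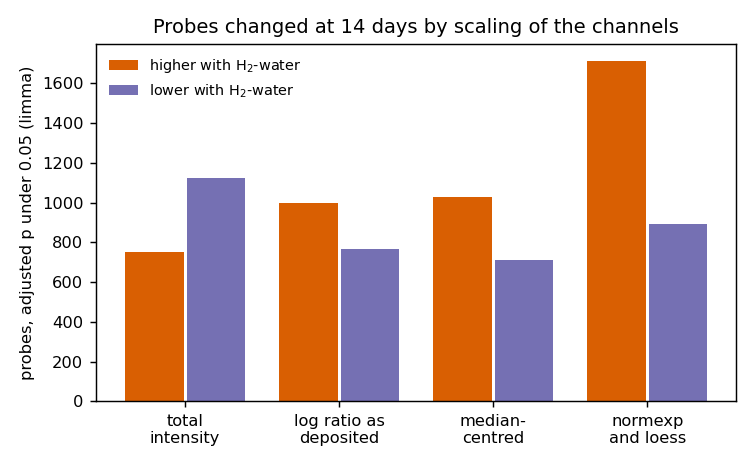
Number of probes called higher and lower after 14 days of H_2_-water (limma, adjusted *P* under 0.05, 3 arrays) under each scaling of the channels. Lower probes outnumber higher ones with total-intensity scaling (1126 against 752), and higher ones outnumber lower ones under the other scalings.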

As the change in the expression of each gene was small but significant, the candidate genes were explored using KEGG pathway analysis. 

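The deposited data hold no KEGG gene lists, so lists written from general knowledge stood in for the pathways, each gene with its probe of the highest mean signal. A list for endocytosis was not used here. The genes of Figure 2, which the study chose on these arrays, make up 6 of the 43 PPAR targets listed, 4 of the 27 genes of fatty acid oxidation, 3 of the 60 of the peroxisome and 3 of the 19 of unsaturated fatty acid biosynthesis. Camera, limma's test of a list against all other genes, was run with an inter-gene correlation of 0.01 over 15 lists. At 14 days, the 12 genes of steroid biosynthesis had a median log2 ratio of 0.22 (adjusted *P* = 0.0034). The 42 targets of PPAR transcription factors had a median of 0.13 (adjusted *P* = 0.0085), and the 19 genes of unsaturated fatty acid biosynthesis one of 0.13 (adjusted *P* = 0.046). The call of the last list was lost under each other scaling, with an adjusted *P* between 0.058 and 0.063, and without some replicates, with one of up to 0.12. The 27 genes of fatty acid oxidation had a median of 0.042 (adjusted *P* = 0.10), with 4 genes called higher and 1 lower. This list was called without the filter on dim probes (adjusted *P* = 0.020) and with a replicate left out (adjusted *P* from 0.016 to 0.26). The 57 genes of the peroxisome had a median of 0.0052 and a mean of 0.035 (adjusted *P* = 0.30), with 4 genes called higher and 3 lower. Enrichment among the 1259 symbols that the methods' t-test called higher was tested by Fisher's exact test, one-sided, against 12367 tested symbols. Steroid biosynthesis had 5 of 12 genes among them, where 1.22 are expected (exact *P* = 0.0047, adjusted over lists and directions 0.070). The PPAR targets had 10 of 42, where 4.28 are expected (exact *P* = 0.0082, adjusted 0.082). With a replicate left out, these counts ranged from 0 to 7 and from 3 to 7. Fatty acid oxidation had 5 of 27, where 2.75 are expected (exact *P* = 0.13). With the deposited ratios it had 8 of 27 (exact *P* = 0.017), and over the alternatives other than leaving out a replicate this *P* ranged from 0.017 to 0.16. The peroxisome had 8 of 57 (exact *P* = 0.22) and unsaturated fatty acid biosynthesis 4 of 19 (exact *P* = 0.12). Without 1 of the replicates, the lowest exact *P* was 0.037 for the former and 0.019 for the latter.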

For the analysis on the upregulated genes, six KEGG pathways were found to be significantly changed (*P*<0.01; Figure 1a). Among these pathways, four pathways were highly significant at *P*<0.001. 

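The calls of camera rest on its preset correlation between genes. Under fry, which tests each list by rotating the residuals of the fit, the adjusted *P* was 0.19 for steroid biosynthesis, 0.15 for the PPAR targets and 0.19 for unsaturated fatty acid biosynthesis, so none of these calls held. It was 0.19 for fatty acid oxidation and 0.47 for the peroxisome. Fry tests a list against 0, and its calls moved with the scaling of the channels. Under the other scalings, which were tried after these values had been seen, its adjusted *P* was between 0.0026 and 0.043 for the PPAR targets, 0.015 and 0.043 for fatty acid oxidation, 0.0026 and 0.043 for the peroxisome, 0.033 and 0.09 for unsaturated fatty acid biosynthesis and 0.08 and 0.11 for steroid biosynthesis. With the correlation estimated from the arrays, camera gave an adjusted *P* of 0.57 for the lists of steroid biosynthesis, PPAR targets and unsaturated fatty acids, 0.70 for fatty acid oxidation and 0.74 for the peroxisome. Array by array, the median log2 ratio of steroid biosynthesis was 0.26, 0.13 and 0.23. That of the PPAR targets was 0.074, 0.13 and 0.088, and that of unsaturated fatty acid biosynthesis 0.040, 0.065 and 0.16. The peroxisome had medians of 0.034, −0.014 and 0.020, within the spread between the arrays.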

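Among the genes lower after 14 days of H_2_-water, lists for adherens junction and for glycolysis and gluconeogenesis were tested. A list for acute myeloid leukemia was not used here. The 60 genes of adherens junction had a median log2 ratio of −0.066, with 3 genes called higher and 6 lower (camera, adjusted *P* = 0.30). Under normexp and loess the median moved to −0.0054. On the 3 arrays it was −0.080, −0.038 and −0.035. Fry called the list lower only with the channels scaled by their totals (adjusted *P* = 0.0053), where the median of all tested probes lies below 0. Under the other scalings its adjusted *P* was between 0.30 and 0.52. Over all alternatives other than leaving out a replicate, the adjusted *P* of the list ranged from 0.0053 to 0.92. Among the 1799 symbols that the methods' t-test called lower, 14 of these 60 genes were found, where 8.73 are expected (one-sided Fisher's exact test, *P* = 0.046, adjusted over lists and directions 0.34). The enrichment was not past the threshold with other scalings of the channels, with a *P* between 0.056 and 0.23, and with a replicate left out it ranged from 0.0049 to 0.13. The 32 genes of glycolysis and gluconeogenesis had a median of −0.036, which turned to 0.020 under normexp and loess (camera, adjusted *P* = 0.29). None of them was called higher and 3 were called lower. The medians of the arrays were −0.064, −0.085 and −0.047. Fry called this list lower with that scaling as well (adjusted *P* = 0.023), and not under the others (adjusted *P* from 0.081 to 0.96). Of these genes, 7 of 32 were called lower by the methods' t-test, where 4.65 are expected (one-sided Fisher's exact test, *P* = 0.17). That *P* ranged from 0.017 to 0.51 with a replicate left out.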

For the analysis on the downregulated genes, three KEGG pathways were found to be significantly changed (*P*<0.01; Figure 1b).

Among these pathways, fatty acid metabolism was identified as only one pathway changed at *P*<0.0001. 

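The 12 genes that Figure 2 lists for fatty acid metabolism had a median log2 ratio of 0.25 at 14 days (camera, adjusted *P* = 2.7e-08). This call held under fry (adjusted *P* = 0.0052) and not with the correlation estimated from the arrays (adjusted *P* = 0.43). The medians of the list were 0.29, 0.16 and 0.26 on the 3 arrays. By the methods' t-test, 8 of the 12 genes were higher, where 1.22 are expected (one-sided Fisher's exact test, *P* = 3.8e-06, adjusted over lists and directions 0.00011). With a replicate left out, 2 to 6 of them were higher, and *P* lay between 2.0e-05 and 0.15. The study chose these genes on the same arrays, so the tests are not independent evidence. The list of fatty acid oxidation written from general knowledge had medians of 0.074, 0.011 and 0.044 on the arrays.

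**Figure D2:**
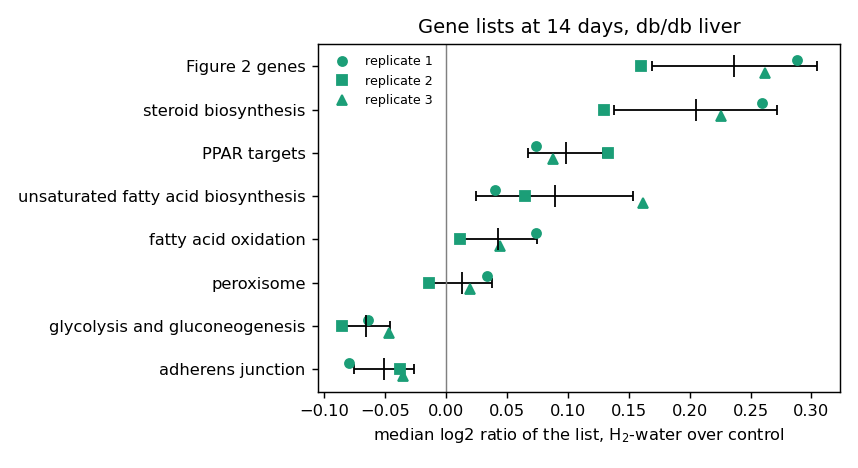
Median log2 ratio (H_2_-water over control water) of each gene list at 14 days on each of the 3 arrays, with the mean of the array medians and its SD. The Figure 2 genes, steroid biosynthesis, the PPAR targets, unsaturated fatty acid biosynthesis and fatty acid oxidation are above 0 on every array. The lowest median of fatty acid oxidation is 0.011. Adherens junction and glycolysis are below 0 on every array with the scaling shown, and the median of glycolysis over the genes turns to 0.020 under normexp and loess.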

Reverse transcription PCR analysis confirmed the significantly increased expression of genes that are involved in fatty acid metabolism (Supplementary Figure S3). The relationships among genes involved in fatty acid metabolism, steroid biosynthesis, peroxisome, and the PPAR signaling pathway are illustrated according to the KEGG pathway (Figure 2, Supplementary Figures S4–S6, respectively). 

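All 12 genes of Figure 2 had a ratio above 0 on each of the 3 arrays. Their log2 ratios had a mean of 0.24. Adjusted over all tested probes, 4 of the 12 were called, *Aldh3a2* among them. *Aldh1a1* had a log2 ratio of 0.27 (standard error 0.037, limma adjusted *P* = 0.0030). *Cpt1a* had one of 0.25 (standard error 0.045, adjusted *P* = 0.011), which with a replicate left out ranged from 0.19 to 0.30 (adjusted *P* from 0.019 to 0.091). A second probe of *Cpt1a*, of lower signal, had a log2 ratio of −0.082 (adjusted *P* = 0.50). The genes not called, among them *Cyp4a10*, had adjusted *P* values between 0.052 and 0.15. Another probe of *Cyp4a10* was called (log2 ratio 0.21, adjusted *P* = 0.047), and a further one was not (log2 ratio 0.16, adjusted *P* = 0.33). Adjusted over the list alone, all 12 genes were called, which is not independent evidence because the study selected them on these arrays. The number called over all probes was 8 with the deposited ratios, 8 with median-centered arrays and 11 after normexp and loess. With only the 3 arrays of the group in the fit, limma called 0, with 11 at an unadjusted *P* under 0.05. With a replicate left out, 1 to 3 were called, and 4 to 11 adjusted over the list alone.

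**Figure D3:**
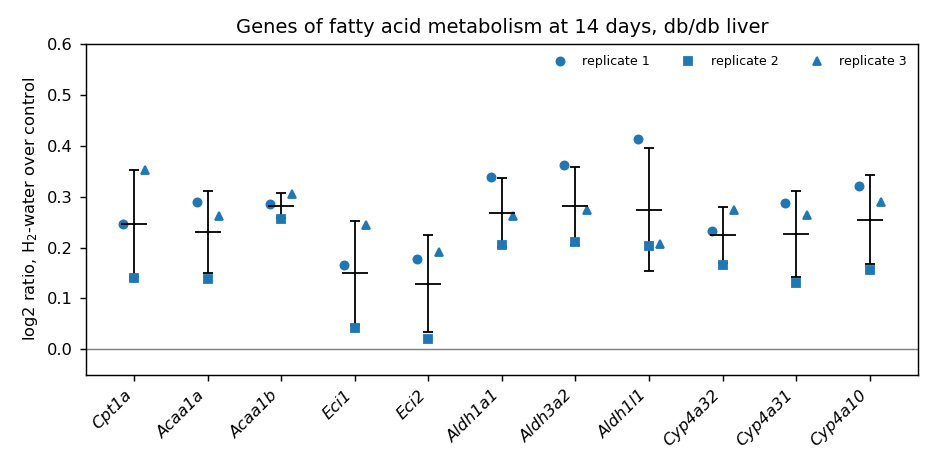
Log2 ratio (H_2_-water over control water) of genes of Figure 2 at 14 days on each of the 3 arrays, with the mean and SD. The means shown lie between 0.13 and 0.28, and every point is above 0.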

Although the genes sodecenoyl-coenzyme A delta isomerase (*Dci*) and aldehyde dehydrogenase (*Aldh3aa2*) associated with fatty acid metabolism are not currently classified as members of the PPARα pathway in the KEGG DataBase, they are target genes of PPARα, as described in a previous report.^9^ In addition, the PPARα pathway is known to regulate steroid metabolism as well as fatty acid metabolism.^9,10^ Thus, we focus on the PPARα pathway as the early event that H_2_ causes.

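*Dci* is annotated on the array as *Eci1*, and the gene printed as *Aldh3aa2* as *Aldh3a2*. *Eci1* had a log2 ratio of 0.15 ± 0.102 (SD, n = 3 arrays) at 14 days, with 0.17, 0.042 and 0.25 on the arrays, all higher with H_2_-water. It was not called over all tested probes (standard error 0.0451, limma adjusted *P* = 0.067) but was called under each other scaling of the channels (adjusted *P* over the alternatives other than leaving out a replicate from 0.036 to 0.15). With a replicate left out, the adjusted *P* ranged from 0.065 to 0.35. *Aldh3a2* had a log2 ratio of 0.28 ± 0.0761 (SD, n = 3 arrays), or 1.22-fold, with 0.36, 0.21 and 0.27 on the arrays. It was called (standard error 0.0454, limma adjusted *P* = 0.0063), with an adjusted *P* of up to 0.060 when a replicate was left out and up to 0.18 over the other alternatives.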

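*Ppara*, which encodes PPARα, had a log2 ratio of 0.26 ± 0.0416 (SD, n = 3 arrays) at 14 days and was higher on all 3 arrays. It was not called (standard error 0.161, limma adjusted *P* = 0.36). The standard error draws on the spread within all 4 groups, and the SD of the gene was between 0.275 and 0.412 at the other time points. A pair of further probes of the gene had log2 ratios of 0.23 (adjusted *P* = 0.37) and 0.12 (adjusted *P* = 0.66). Among the 42 PPAR targets, 5 genes were called higher and 1 lower over all tested probes. The paper reasons from the pathways of fatty acid and steroid metabolism, both of which it describes as regulated by PPARα, and from *Dci* and *Aldh3a2*, which an earlier report counts among the targets of PPARα. On that basis it turns to the PPARα pathway as the early event caused by H_2_.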

### Consumption of H_2_-water induces hepatic *PGC-1α* gene expression

As shown above, H_2_ influences gene expression upon 2 weeks of its consumption. We also investigated the effect of H_2_ for shorter periods. Although an amount of H_2_ in H_2_-water is limited, MgH_2_ can produce a desired quantity of H_2_ by the following reaction in the stomach.

$${\mathrm{MgH}}_{2}+{\mathrm{2H}}_{2}O\to \mathrm{Mg}{\left(\mathrm{OH}\right)}_{2}+{\mathrm{2H}}_{2}$$

When rats can be orally given MgH_2_, blood H_2_ slowly increased in a dose-dependent manner (Figure 3a). When mice were given MgH_2_ once a day for 4 weeks, the level of plasma triglyceride decreased at the maximum dose of 0.9 mg/kg (Figure 3b). Mg(OH)_2_ was administered exactly in the same way as a control to avoid the effects of any extrinsic factors. An effect on plasma triglycerides was observed by a single administration per day for 3 days (Figure 3c).

We performed microarray analysis to examine gene expression change by 1, 3, and 7 days of administration of MgH_2_. 

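MgH_2_ releases H_2_ in the stomach and was given by gavage once a day, with Mg(OH)_2_ as the control. The sample labels and Figure 3c give a dose of 0.9 mg/kg, and the methods give 9 or 90 mg/kg. Liver RNA of 9 *db*/*db* mice per group was again combined into 3 pools of 3 mice, which gave 3 arrays each at 1, 3 and 7 days. The control pool was in Cy3 and the MgH_2_ pool in Cy5 on all of them, without a dye swap. The authors used a later version of Feature Extraction for these arrays, and the deposited intensities were scaled and filtered as for the arrays at 14 days. Spots above background in both channels made up 52.6% to 53.5% (median 52.7%) at 1 day, 52.4% to 52.8% (median 52.4%) at 3 days and 51.8% to 53.2% (median 52.5%) at 7 days. No spot was saturated, and 160 to 228 spots per array were marked as non-uniform or as outliers. The arrays at 1 day shared a slide with 1 array at 3 days. The other 2 arrays at 3 days shared a slide with 2 arrays at 7 days, and the last array at 7 days was on a slide of its own. The arrays at 14 days were on a further slide. Each group was tested in the fit of all 12 arrays, and differences between time points were tested as contrasts in that fit. The ratios of arrays with the same replicate number deviate together at 1, 3 and 7 days, and more weakly at 14 days and 1 day (r from 0.149 to 0.27 over 3 pairs), which held different mice.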

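After 1 day of MgH_2_, limma called 2150 of 19673 probes changed, 657 higher and 1493 lower. The division was 941 higher and 760 lower with the deposited ratios, 983 and 724 with median-centered arrays, and 1250 and 689 after normexp and loess. Without 1 of the replicates, 239 to 324 probes were higher and 250 to 611 lower. The count moved most with only the 3 arrays of the group in the fit, where limma called 0 probes, with 3920 at an unadjusted *P* under 0.05. Of the 1878 probes called after 14 days of H_2_-water, 1863 were tested at 1 day. Of these, 836 (44.9%) were called, 822 of them in the direction seen at 14 days, and 1145 were called adjusted over the list alone. The list was chosen on the arrays at 14 days and not on those at 1 day. Called or not, 1646 of the 1863 (88.4%) had the direction seen at 14 days. Their median log2 ratio at 1 day was 0.16 for probes higher at 14 days and −0.14 for probes lower then, against 0.27 and −0.22 at 14 days. H_2_ was in Cy5 in both experiments, and different probes of one gene shared little of what both time points have in common. Over the alternatives, the share called ranged from 0% with only the arrays compared in the fit, where 962 of the probes had an unadjusted *P* under 0.05, to 47.6%. With a replicate left out it ranged from 44.8% to 60.7%. The methods' t-test at both times, an alternative chosen after the limma counts had been seen, called 1259 of 3999 probes (31.5%), 1224 of them in the direction seen at 14 days, and 349 adjusted over the list alone. Of the 12 genes of Figure 2, limma called 0 at 1 day, with 1, a lower one, at an unadjusted *P* under 0.05. At 1 day 3 of the 12 had a positive log2 ratio. Their median was −0.019 and turned positive under each other scaling, between 0.017 and 0.023. In the test of 14 days against 1 day, 8 of the 1863 probes were called, and 196 adjusted over the list alone. Of the 12 genes, that test called 0 over all probes, with 10 at an unadjusted *P* under 0.05, and 10 adjusted over the list alone. The 1863 probes and the 12 genes were chosen on the arrays at 14 days, so these counts are not independent evidence.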

One day after administration, there was no significant change in gene expression among the genes selected by the result of 2-week H_2_-water consumption (Supplementary Figure S7). 

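After 3 days of MgH_2_, limma called 1668 probes higher and 2718 lower of 19430, and after 7 days 2252 higher and 3246 lower of 19477. The divisions were 2276 and 2050 at 3 days and 2878 and 2686 at 7 days with the deposited ratios, 2267 and 2061, and 2671 and 2862, with median-centered arrays, and 2216 and 1787, and 2848 and 2497, after normexp and loess. Leaving out a replicate, 854 to 1093 probes were higher and 1079 to 1758 lower at 3 days, and 1196 to 1721 higher and 1818 to 2092 lower at 7 days. *Ppargc1a* encodes PGC-1α and has a pair of probes on the array. The one of higher signal had a log2 ratio of 0.037 ± 0.183 (SD, n = 3 arrays) at 1 day. At 3 days it was 0.55 ± 0.262 (SD, n = 3), or 1.46-fold, with 0.39, 0.85 and 0.40 on the arrays (standard error 0.172, limma adjusted *P* = 0.046). At 7 days it was 0.75 ± 0.204 (SD, n = 3), or 1.68-fold, with 0.97, 0.56 and 0.71 on the arrays (limma adjusted *P* = 0.011). After 14 days of H_2_-water it was −0.032 ± 0.53 (SD, n = 3), with 0.44, −0.61 and 0.071 on the arrays. The direction was the same on all 3 arrays at 3 and at 7 days. An exact sign-flip permutation test gives *P* = 0.25 at each, the smallest that 3 arrays allow. The call at 3 days was lost without the filter on dim probes (adjusted *P* = 0.10), with only the arrays of the group in the fit (adjusted *P* = 0.080) and with an intensity trend and a robust prior (adjusted *P* = 0.050). Its adjusted *P* ranged from 0.018 to 0.10 over these alternatives and the others. It was also lost with any replicate left out, where the log2 ratio ranged from 0.40 to 0.63 and the adjusted *P* from 0.086 to 0.24. The call at 7 days was lost without 1 of the replicates, with a log2 ratio between 0.64 and 0.84 and an adjusted *P* between 0.028 and 0.071. The second probe had a log2 ratio of −0.27 at 1 day, 0.74 at 3 days (adjusted *P* = 0.038) and 1.28 at 7 days (standard error 0.219, adjusted *P* = 0.0027).

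**Figure D4:**
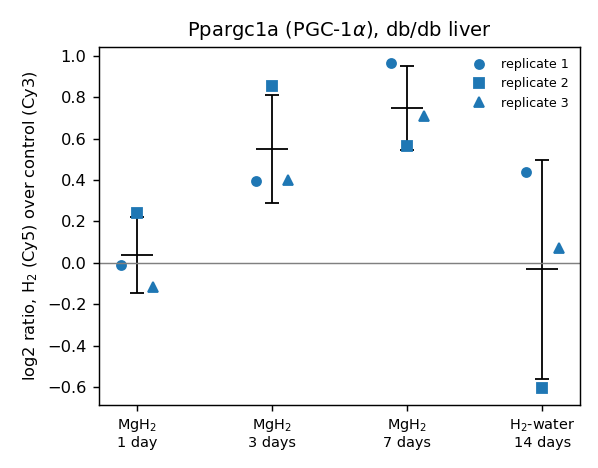
Log2 ratio (H_2_ over control) of the *Ppargc1a* probe of higher signal on each of the 3 arrays per time point, with the mean and SD. MgH_2_ was given for 1, 3 and 7 days and H_2_-water for 14 days. All points at 3 and 7 days are above 0, and those at 14 days lie on both sides of 0.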

Whole-genome analysis by microarray showed that *PGC-1α* expression in *db*/*db* mice increased markedly upon 3 days and 7 days of administration, which was confirmed by reverse transcription PCR (Figure 4a). After 3 days of administration of MgH_2_, carnitine palmitoyltransferase 1A (*Cpt1a*) gene expression increased, and after 7 days of administration, *FGF21* gene expression increased significantly (Figure 4b, c). In contrast, the expression of *PGC-1α* in C57BL/6 wild-type was not affected by the oral administration of MgH_2_ (Supplementary Figure S8). This result suggested that the expression *PGC-1α* is stimulated by H_2_ only in some pathogenic status.

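*Cpt1a* had a log2 ratio of 0.058 ± 0.0605 (SD, n = 3 arrays) at 1 day with its probe of higher signal. At 3 days it was 0.30 ± 0.0437 (SD, n = 3), or 1.23-fold (standard error 0.0450, limma adjusted *P* = 0.0024). At 7 days it was 0.40 ± 0.053 (SD, n = 3), or 1.32-fold (limma adjusted *P* = 0.00039). The rises at 3 and 7 days were larger than the spread between the arrays. The second probe had log2 ratios of −0.21, −0.028 and 0.075 at 1, 3 and 7 days and was not called at any of them (adjusted *P* 0.070, 0.79 and 0.43). The call at 3 days was lost with the mean of the probes (log2 ratio 0.13, adjusted *P* = 0.090) and with only the arrays of the group in the fit (adjusted *P* = 0.065). Its adjusted *P* was between 0.00055 and 0.090 over the alternatives other than leaving out a replicate. *Fgf21* was below background in the control channel on all arrays of MgH_2_ and was therefore not among the probes tested. In the MgH_2_ channel it was above background on 0 of 3 arrays at 1 day and on 3 of 3 at 3 and at 7 days. The log2 ratio that Feature Extraction's signals give was 0.51, 0.74 and 0.45 on the arrays at 3 days and 2.20, 0.86 and 1.47 at 7 days, and depends on the background correction. After normexp, with an offset of 50 that shrinks the ratios of dim probes, and loess, its mean was 0.12 at 3 days and 0.21 at 7 days. With the filter relaxed to 1 channel above background, the ratio at 7 days, 1.51, was called (limma adjusted *P* = 0.040, and 0.056 at most over the alternatives that test it). That at 3 days was not called with the filter relaxed (adjusted *P* = 0.42) or left off (adjusted *P* = 0.60). The paper reasons that PPARα and TR-β, which transcribe *Cpt1a*, are coactivated by PGC-1α, and proposes that PGC-1α raised *Cpt1a*. It concludes that PGC-1α activates PPARα, which transcribes *FGF21* and the genes of fatty acid and steroid metabolism.

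**Figure D5:**
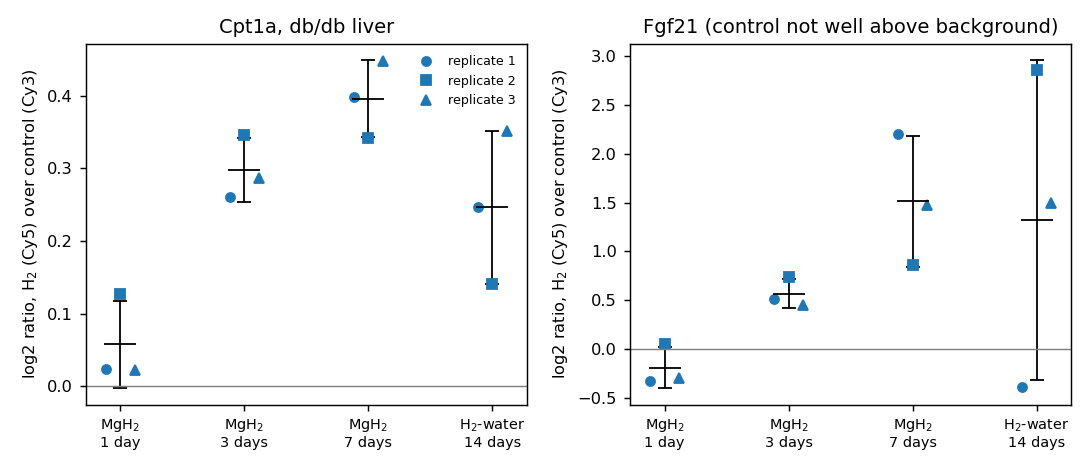
Log2 ratio (H_2_ over control) of *Cpt1a* and *Fgf21* on each of the 3 arrays per time point, with the mean and SD. MgH_2_ was given for 1, 3 and 7 days and H_2_-water for 14 days. The means of *Cpt1a*, by its probe of higher signal, are 0.30 at 3 days and 0.40 at 7 days. The control signal of *Fgf21* is below background on every array at 1, 3 and 7 days.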

### The expression of *PGC-1α* is regulated sequentially through H_2_, 4-HNE, Akt, and FoxO1

Next, the molecular pathway to upregulate *PGC-1α* was investigated using a hepatocyte-derived cultured cell line (HepG2). We previously reported that H_2_ reduces cellular hydroxyl radicals, which is a trigger of the free-radical chain reaction, so it should prevent the free-radical chain reaction, resulting in decreases in peroxides and their end products including 4-HNE.^1,11,12^ Growing evidence suggests specific functions of 4-HNE as a second messenger in oxidative stress signaling.^13,14^ Moreover, oxidative stress is increased by obesity.^15,16^ Thus, we speculated that 4-HNE is initially involved in the pathway. Indeed, we demonstrated that H_2_ decreased 4-HNE in the presence of a free-radical inducer, 2,2′-azobis(2-amidinopropane) dihydrochloride in HepG2 cells (Figure 5a, b).

Because *PGC-1α* is transcribed by transcription factors, forkhead box protein O1 (FoxO1) and cAMP-response element-binding protein, using each of their dependent promoters,^17^ and FoxO1 is phosphorylated by phosphorylated PKB or Akt, causing nuclear exclusion, resulting in suppression of the expression of *PGC-1α*.^17^ We found that 4-HNE recovered the phosphorylations of Akt and FoxO1 under a serum-free condition (Figure 5c, d); however, H_2_ did not affect these phosphorylations (Figure 5c, d). In contrast, 4-HNE downregulated *PGC-1α* expression (Figure 5e). Importantly, H_2_ did not directly affect the regulation of *PGC-1α* in the presence or absence of 4-HNE (Figure 5e); however, H_2_ recovered the *PGC-1α* expression that was suppressed by 2,2′-azobis(2-amidinopropane) dihydrochloride (Figure 5f). Thus, the expression of *PGC-1α* is possibly regulated by the pathway sequentially though H_2_, 4-HNE, the phosphorylation of Akt and FoxO1. The speculative molecular mechanism is illustrated in Figure 5g based on these experiments using HepG2 cells.

### Drinking H_2_-water improves triglycerides and lifespan

Finally, we examined the effects of the H_2_-water in wild-type mice that were fed a fatty diet instead of *db*/*db* mice. H_2_-water did not affect body weight and food intake (Figure 6a, b); however, drinking H_2_-water decreased the plasma level of triglycerides and increased the average of lifespan (Figure 6c, d). Thus, drinking H_2_-water could be beneficial for wild-type mice fed with a fatty diet.

## Discussion

Our previous study indicated that 3 months of consumption of H_2_-water improved obesity (body-fat weight) and diabetes (glucose, insulin, and triglycerides) in *db*/*db* mice accompanied by increased expression of the *FGF21* gene; however, the causal association among their improved phenotypes, stimulated energy metabolism, and gene expression was unclear because of their long-term mutual interactions. In the present study, we comprehensively examined the temporal changes in hepatic gene expression in *db*/*db* mice that had ingested H_2_. Although H_2_ did not strongly influence each gene’s expression, the KEGG pathway analysis of microarray data revealed with strong significance that genes involved in fatty acid and steroid metabolism were expressed through the PPARα signaling pathway.

For further analysis in shorter administration periods, we used MgH_2_, which produces H_2_ in the stomach. The ingestion of H_2_ for 3 days induced the gene expression of *PGC-1α*, accompanied by a decrease in plasma triglyceride, and followed by an increase in *FGF21*.

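The change of *Ppargc1a* from 1 day was tested directly. With the probe of higher signal, the log2 ratio was higher by 0.51 at 3 days than at 1 day (standard error 0.243, limma adjusted *P* = 0.37) and by 0.71 at 7 days (adjusted *P* = 0.11). With the second probe, the difference was 1.00 at 3 days (standard error 0.309, adjusted *P* = 0.20) and 1.54 at 7 days (adjusted *P* = 0.026). With the mean of the probes, the difference at 7 days was 1.13 (adjusted *P* = 0.038). This *P* is the lowest over the alternatives to the probe of higher signal, which run up to 0.78. The number of the replicate as a block gave adjusted *P* values of 0.31 and 0.16 at 3 days and 0.11 and 0.030 at 7 days for the first and the second probe. The call of the second probe was lost with any replicate left out (adjusted *P* from 0.10 to 0.16). *Fgf21*, with its control signal below background at 1, 3 and 7 days, was left out of this test. Without the filter on dim probes its differences from 1 day were 0.76 at 3 days (adjusted *P* = 0.86) and 1.70 at 7 days (adjusted *P* = 0.22), neither called. At 1 day its signal in the MgH_2_ channel was below background too, so the sizes of these differences are not resolved.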

PGC-1α, FGF21, and PPARα are very important regulators of energy metabolism. PGC-1α is a member of a family of transcription coactivators that have a central role by activating various transcription factors in the regulation of cellular energy metabolism.^18,19^ When PGC-1α activates the transcription factor PPARα, fatty acid metabolism is enhanced.

The PPARs are members of a relatively large family of nuclear receptors and function as ligand-activated transcriptional factors, all of which are subject to transcriptional coactivation by PGC-1α. PPARα regulates the expression of genes involved in fatty acid β-oxidation.^9,20^

FGF21 is strongly induced in liver by prolonged fasting via PPAR-α.^21^ FGF21 stimulates the phosphorylation of fibroblast growth factor receptor substrate 2 and extracellular signal-regulated protein kinases 1 and 2 (ERK1/2) to induce the hepatic expression of key regulators of gluconeogenesis, lipid metabolism, and ketogenesis.^22^

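In the direct test against 1 day, the log2 ratio of *Cpt1a* was higher by 0.24 at 3 days (standard error 0.0637, limma adjusted *P* = 0.15) and by 0.34 at 7 days (adjusted *P* = 0.023). With the replicate block the adjusted *P* values were 0.12 and 0.024. The call at 7 days was lost with any replicate left out (adjusted *P* from 0.081 to 0.17), without the filter on dim probes (adjusted *P* = 0.079), with the channels unpaired (adjusted *P* = 0.068) and with only the arrays compared in the fit (adjusted *P* = 0.065). With the slide as a block, the difference was 0.26 (adjusted *P* = 0.61, the highest over the alternatives, which start at 0.011). The probe of lower signal differed by 0.18 at 3 days (adjusted *P* = 0.40) and by 0.29 at 7 days (adjusted *P* = 0.099, and 0.052 with the replicate block).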

At the early stage, carnitine palmitoyltransferase 1α (Cpt-1α) slightly but significantly increased. Cpt-1α is transcribed by transcription factors PPARα and TR-β, both of which are coactivated by PGC-1α.^23^ Thus, it is likely that the expression of *Cpt-1α* was enhanced by PGC-1α.

The interactions among these key factors are complicated: *FGF21* is *PGC-1α* dependently transcribed by PPARα, while FGF21 induces *PGC-1α*.^21,24,25^ Although there are complicated interactions among the key factors, we found that H_2_ increases the gene expression of *PGC-1α* as the early event. Thus, PGC-1α activates PPARα, resulting in stimulation of the PPARα pathway. PPARα transcribes the *FGF21* gene and genes involved in fatty acid metabolism and steroid metabolism. In turn, FGF21 stimulates the expression of fatty acid metabolism as a hormonal function, as illustrated in Figure 5g.

H_2_ reduces hydroxyl radicals, which is a trigger of the free-radical chain reaction, so it should prevent the free-radical chain reaction, resulting in decreases of peroxides and their end products including 4-HNE.^1^ In this study, we found H_2_ decreased 4-HNE when free radicals were induced (Figure 5a, b), which agreed with previous studies.^1,11,12^

*PGC-1α* is transcribed by transcription factors FoxO1 and cAMP-response element-binding protein, using each of their dependent promoters.^17^ FoxO1 is phosphorylated by activated Akt, causing nuclear exclusion, resulting in suppression of the expression of *PGC-1α*.^17^ Indeed, the phosphorylation of Akt and FoxO1 was recovered by 4-HNE, but not by H_2_, under a serum-free condition in HepG2 cells. Thus, although these conditions in HepG2 cells were far from the physiological conditions in *db*/*db* mice, we speculated the involvement of 4-HNE and the phosphorylation of Akt and FoxO1 in inducing *PGC-1α*, as illustrated in Figure 5g.

PGC-1α also functions as the organizer of mitochondrial biogenesis. Recently, it was reported that H_2_ enhances mitochondrial membrane potential in damaged sperm.^26^ Multiple functions of H_2_ may be elucidated at least partly through the multiple functions of PGC-1α.

Finally, we showed that prolonged drinking of H_2_-water improved the plasma triglyceride level and extended the average of lifespan in wild-type mice that were fed a fatty diet. It is possible that the lifespan-extending effect of H_2_-water can be not only based on the effect on the liver but also on skeletal muscle or other organs. Because FGF21 was previously reported to increases lifespan,^27^ increased energy metabolism in the liver could be one of the major contributors for the extension of the average of lifespan.

## Materials and methods

### Animals

This study was approved by the Animal Care and Use Committee of Nippon Medical School (Tokyo, Japan). The methods were carried out in ‘accordance’ with the relevant guidelines and regulations.

Genetically diabetic male *db*/*db* mice (BKS.Cg-+*Leprdb*/+*Leprdb*/Jcl) and their non-diabetic heterozygous *db*/*+* littermates (BKS.Cg-m+/+*Leprdb*/Jcl) were purchased at 5 weeks of age from CLEA Japan (Tokyo, Japan). For the diet-induced obesity study, C57BL/6 mice were given a high-fat diet (D12451; RESEARCH DIETS, New Brunswick, NJ, USA). Normal-fat diet (D12450B; RESEARCH DIETS) was used for the control group. C57BL/6 mice of 12 weeks of age and male Sprague-Dawley rats of 10 weeks of age were purchased from Nippon SLC (Hamamatsu, Shizuoka, Japan).

### Hydrogen treatment

Water with dissolved molecular hydrogen (H_2_-water) was used for 2 weeks of consumption. The H_2_-water was prepared as described previously.^11^ Mice were given water freely using closed glass vessels equipped with an outlet line containing two ball bearings, which kept the water from being degassed. The vessel was refilled with fresh H_2_-water every day. H_2_-water degassed by gentle stirring was used as control water.

MgH_2_, which reacts with H_2_O and produces H_2_, was used for short term consumption. MgH_2_ powder was suspended in glycerol that had been dehydrated with molecular sieves to prevent MgH_2_ from reacting with H_2_O. Mice received MgH_2_ suspension orally by stomach gavage at 9 or 90 mg/kg once a day. MgH_2_ reacted with H_2_O in the stomach to produce H_2_. Mg(OH)_2_ was used as a control. Hydrogen concentration in blood was measured as described previously.^1^

### Microarray analysis

Total RNA was isolated separately from each mouse tissue using an RNeasy Mini kit (QIAGEN, Valencia, CA, USA) according to the manufacturer’s instructions and dissolved in RNase-free water at a final concentration of 2.0 μg/μl. Nine RNA samples were divided into three sets and made into mixtures (each set contained RNA from three mice). These three RNA sample sets of each experimental group were used for microarray analysis.

Total RNA was labeled using a Low-Input QuickAmp Labeling Kit, Two-Color (Agilent Technologies, Santa Clara, CA, USA). Cy3 dye was used to label cDNA from the control-water group and Cy5 dye was used to label cDNA from the H_2_-water group. Gene expression analysis was performed on three independent samples for each group using a microarray (SurePrint G3 Mouse GE 8×60 K v2 Microarray, Agilent Technologies, Santa Clara, CA, USA). To compare the results of the three sets of microarray experiments, the signal intensity of each gene from different arrays was normalized by the total intensity in each array. Signal evaluation was performed using Agilent Feature Extraction Software (Agilent Technologies). Statistical analysis was applied to select the differentially expressed genes. Only cases with signal evaluation score=2, and *P* value <0.05 were identified as differentially expressed genes. For the expression assay for *db*/*+* and *db*/*db* mice, Cy3 and Cy5 dyes were used, respectively.

The raw microarray data were deposited in the Gene Expression Omnibus (accession number, GSE71738; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71738).

### KEGG pathway analysis

A pathway enrichment analysis of differentially expressed genes was conducted using KEGG pathway information (http://www.genome.jp/kegg/pathway.html). Probe set IDs of each category were first mapped to NCBI Entrez gene IDs according to the Agilent Mouse Array annotation file, and then were mapped to KEGG gene IDs according to the KEGG gene cross-reference file. Pathways that were significantly enriched with differentially expressed genes were identified. Graphical pathway maps were downloaded from the KEGG site, and differentially expressed genes were then highlighted in yellow.

### Quantitative real-time RT-PCR (q-PCR)

Complementary DNA was generated by SuperScript II Reverse Transcriptase (Thermo Fisher Scientific Inc., Waltham, MA, USA) from RNA samples that were used for microarray analysis. cDNA was analyzed by quantitative PCR using Thermal Cycler Dice Real Time System TP800 (TAKARA BIO INC., Otsu, Shiga, Japan). All samples were normalized to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) expression. Primer and probe sequences for each PCR are shown in Supplementary Table S1.

### Cell culture and treatment of cells

HepG2 human hepatoma cells were treated with 2,2′-azobis(2-amidinopropane) dihydrochloride for 6 h in the presence or absence of 10% H_2_. For 4-HNE treatment, cells were treated with 4-HNE for 1 h for analysis of phosphorylation or 6 h for analysis of gene expression in the presence or absence of 50% H_2_.

### Immunofluorescence and western blotting

Immunofluorescence was examined as described previously^1^ using anti-4-HNE antibodies (3.3 μg/ml; MHN-100P; Japan Institute for the Control of Aging, Japan). The cells were counterstained with Hoechst 33342. Immunofluorescence was observed using a laser scanning confocal microscope (FV1200; Olympus, Tokyo, Japan).

For western blotting, the following primary antibodies were used in 5% BSA in TBST: anti-p-Akt (1:5,000, #4060: Cell Signaling Technology, Danvers, MA, USA), anti-total Akt (1:1000, #4691: Cell Signaling Technology), anti-p-FoxO1 (1:2500, #2599: Cell Signaling Technology), anti-total FoxO1 (1:1000, #2880: Cell Signaling Technology). Horseradish peroxidase-conjugated anti-rabbit IgG antibody (sc-2004: Santa Cruz Biotechnology, Dallas, TX, USA) was used as a secondary antibody.

### Measurement of plasma triglyceride

Plasma concentrations of triglyceride were determined with commercially available kits (Wako Pure Chemical Industries, Osaka, Japan).

### Statistical analysis

We performed statistical analysis by applying an unpaired two-tailed Student's *t*-test, as described previously.^1^ Differences were considered statistically significant at *P*<0.05.

## Figures and Tables

**Figure 1:**
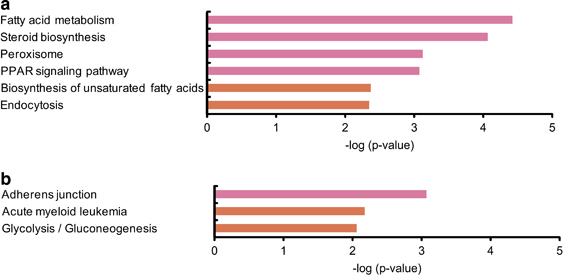
Microarray-based pathway analysis of genes affected by 14 days of consumption of H_2_. Top-ranked pathways involving (**a**) upregulated and (**b**) downregulated genes by drinking H_2_-water for 14 days. *Db*/*db* mice were given water with or without H_2_ for 2 weeks. Total RNA was prepared from the liver and DNA microarray analysis was performed. All microarray data were subjected to the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis. The results are expressed as −log (*P* value). Pink bar, *P*<0.001; orange bar, *P*<0.01.

**Figure 2:**
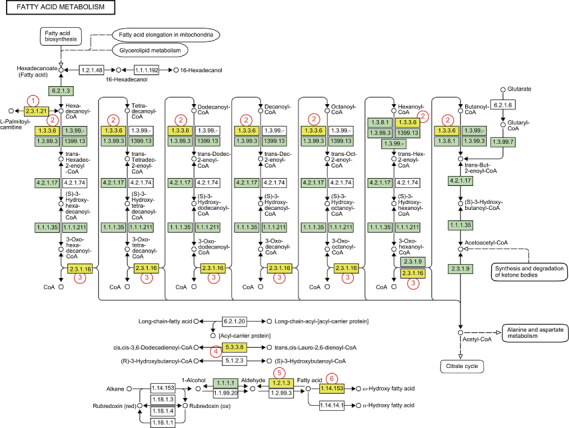
Hydrogen enhances the expression of a wide variety of fatty acid metabolism-related genes. Differentially expressed genes identified in the KEGG pathway database related to the fatty acid metabolic pathway are shown. Genes for which the expression was significantly increased by H_2_-water in the pathway are indicated in yellow: (1) carnitine palmitoyltransferase 1a, liver (*Cpt1a*); (2) acyl-coenzyme A oxidase 1, palmitoyl (*Acox1*); (3) acetyl-coenzyme A acyltransferase (*Acaa1a, Acaa1b*); (4) dodecenoyl-coenzyme A delta isomerase (3, 2-trans-enoyl-coenyme A isomerase) (*Dci*), peroxisomal delta3, delta2-enoyl-coenzyme A isomerase (*Peci*); (5) aldehyde dehydrogenase (*Aldh1a1*, *Aldh3a2*, *Aldh1l1*); (6) cytochrome P450, family 4, subfamily a, polypeptide (*Cyp4a32*, *Cyp4a31, Cyp4a10*).

**Figure 3:**
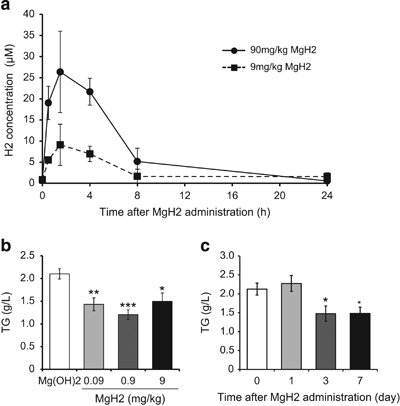
H_2_ is detected in blood after oral administration of MgH_2_ and reduced plasma triglyceride level of db/db mice. (**a**) Rats were administered MgH_2_ suspension orally by stomach gavage at 9 mg/kg or 90 mg/kg. After 0.5, 1.5, 4, 8, and 24 h, hydrogen concentration in blood was quantified using gas chromatography, as described in Materials and Methods. (**b**) *Db*/*db* mice were given 0.09, 0.9 or 9 mg/kg MgH_2_ for 28 days. An equal amount of Mg(OH)_2_, which was produced by 9 mg/kg MgH_2_, was used as a control. Plasma concentrations of triglycerides are shown as mean±s.e.m. (*n*=15). *P<0.05, **P<0.01, ***P<0.001. (**c**) *Db/db* mice were given 0.9 mg/kg MgH_2_ for 0, 1, 3, and 7 days. Plasma concentrations of triglycerides are shown as mean±s.e.m. (*n*=15). *P<0.05.

**Figure 4:**
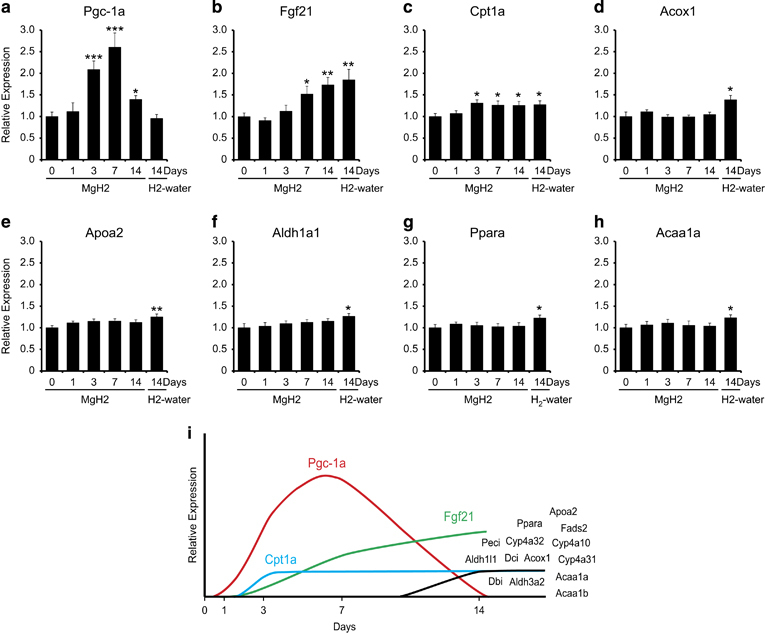
Three days of consumption of H_2_-water induces hepatic *PGC-1α* gene expression. (**a**–**h**) Quantitative RT-PCR analysis was used to confirm the differential expression of genes identified by microarray and pathway analyses. A total of eight genes were selected for primer design. The effects of consuming hydrogen for 1–14 days on hepatic gene expression in *db*/*db* mice were analyzed. Data are mean±s.e.m. *P<0.05, **P<0.01, ***P<0.001, versus 0 days (*n*=9). (**i**) Scheme of gene expression pattern affected by H_2_. RT-PCR, Reverse transcription PCR.

**Figure 5:**
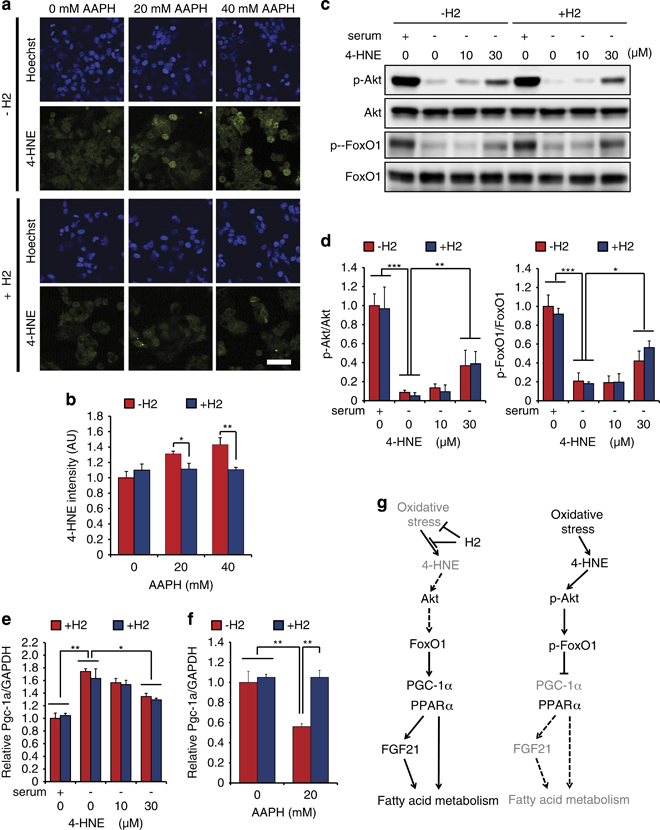
Effects of H_2_ on 4-HNE production and 4-HNE-induced Akt/FoxO1 signaling. (**a**, **b**) Effect of H_2_ on 4-HNE generation. HepG2 cells were treated with AAPH at the indicated concentrations for 6 h in the absence or presence of 10% H_2_. (**a**) Representative images of 4-HNE immunostaining (Scale bar: 50 μm). (**b**) 4-HNE staining was semi-quantified. *P<0.05 vs. **P<0.01 vs. no H_2_ (*n*=3) (**c**, **d**) Effects of 4-HNE on Akt/FoxO1 signaling. Cells were treated with 4-HNE at the indicated concentrations for 1 h with (+serum) or without (−serum) of 10% fetal bovine serum in the presence (+H_2_) or absence (−H_2_) of 50% H_2_. Cells were lysed, and phosphorylation of Akt and FoxO1 was analyzed by western blotting. (**c**) Representative western blot of three independent experiments. (**d**) Quantification of the blots. The amounts of phosphorylated proteins were normalized with the corresponding total protein. Data are shown as mean±s.d. (*n*=3). *P<0.05, **P<0.01 and ***P<0.001. (**e**) Effects of H_2_ on 4-HNE-induced suppression of *PGC-1α* gene expression. Cells were treated with 4-HNE at the indicated concentrations for 6 h in the presence or absence of 50% H_2_ under a serum-free condition. Total RNA was prepared from the cells, and the expression of the *PGC-1α* gene level was estimated using quantitative RT-PCR analysis. Data are mean±s.d. (*n*=3). *P<0.05 and **P<0.01. (**f**) HepG2 was exposed to AAPH for 6 h in the absence (−H_2_) or presence (+H_2_) of 10% H_2_, and then the expression of the *PGC-1α* gene level was estimated as described above. Data are mean±s.d. (*n*=3). **P<0.01. (**g**) A hypothetical model of effects of H_2_. H_2_ suppresses oxidative stress, especially the generation of lipid peroxides and their end products including 4-HNE. The phosphorylation of Akt, followed by the phosphorylation of FoxO1 (a transcription factor of the *PGC-1α* gene), is recovered by 4-HNE. Thus, H_2_ indirectly suppresses the phosphorylations of Akt and FoxO1 through suppressing 4-HNE generation. Because the phosphorylated FoxO1 is an inactive form, H_2_ indirectly recoveres the expression of the *PGC-1α* gene. The recovered *PGC-1α* expression leads to the PPARα pathway that upregulates FGF21, and fatty acid and steroid metabolism. AAPH, 2,2′-azobis(2-amidinopropane) dihydrochloride; RT-PCR, reverse transcription PCR.

**Figure 6:**
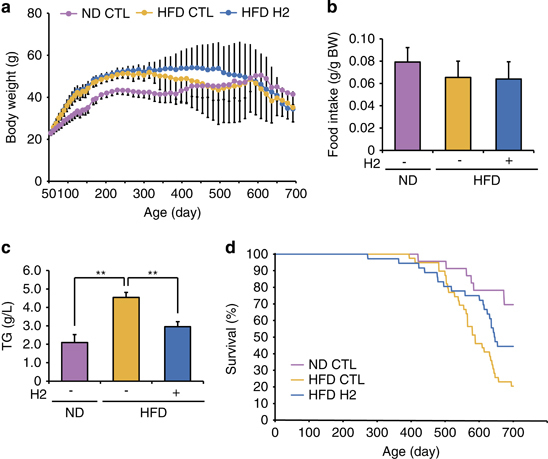
Consuming H_2_-water reduces plasma triglyceride levels and extends lifespan in DIO (diet-induced obesity) mice. C57BL/6 mice were fed a normal diet (ND) or a high-fat diet (HFD) with or without H_2_-water for 74 weeks. (**a**) Body weights of mice were measured every 2 weeks throughout the experiment. Data are mean±s.d. (**b**) Average food intakes per body weight are shown. Data are mean±s.d. (**c**) Plasma triglyceride concentrations are shown. Data are mean±s.e.m. **P<0.01 (*n*=4–6). (b) Survival curves for C57BL/6 mice fed ND or HFD with or without H_2_-water. Lifespan was increased (*P*=0.032) in the H_2_-consuming HFD group compared with that in the control HFD group (ND group: *n*=23, HFD control water group: *n*=38, HFD H_2_-water group: *n*=36). (**c**) Body weights of mice were measured every 2 weeks throughout the experiment. Data are mean±s.d. (**d**) Average food intakes per body weight are shown. Data are mean±s.d.

How the deposited data were processed for this re-analysis (not part of the article)

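The study deposited the scanner output of 12 two-color arrays and a table of log ratios. Each array compares a pool of liver RNA from 3 treated mice (Cy5) with a pool from 3 control mice (Cy3). There are 3 arrays each after 1, 3 and 7 days of MgH_2_ by gavage and after 14 days of H_2_-water.

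The intensity values are background-corrected and normalized between the dyes within each array, by a linear and a lowess step, as the authors' Feature Extraction deposited them, and are not scaled between arrays. The raw median intensities of the spots and of their local background were deposited as well and served for the alternative background correction (normexp, with an offset of 50). The log10 ratio of Cy5 over Cy3 was computed by Feature Extraction from the processed intensities before the authors deposited the files, with substitute values for spots not above background. The log2 values of the deposited table equal that log ratio on the log2 scale, with a largest difference of 1.4e-06. The p value of each log ratio in the deposited files comes from the error model of Feature Extraction on a single array, without replicates. No column of the deposited files besides these was used as a measurement.

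Control spots were left out, as were spots marked by Feature Extraction as non-uniform or as population outliers. Each channel was divided by its total over all other spots, a choice made here from the paper's methods, which normalize by the total intensity in each array. Dividing a whole array by its total would leave its ratios as deposited, which is an alternative here. The ratio of the totals, Cy5 over Cy3, ran from 1.009 to 1.029 over the 12 arrays. Log2 ratios of the spots of a probe, at most 10, were averaged. Of the 39429 probes, 26412 (67%) carry a gene symbol by their RefSeq record, with 20017 symbols in all. A gene is represented by its probe with the highest mean signal over all arrays and both channels, and its other probes are given beside it. No sequence was aligned and no genome build was used.

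All 12 arrays were fitted together with limma 3.58.1 in R 4.3.3, with a mean per group and a shared estimate of the spread. Group means were tested against 0, and the differences of 3, 7 and 14 days from 1 day as contrasts, two-sided, with Benjamini-Hochberg adjustment over the probes above background in both channels on all arrays compared. A probe is called changed at an adjusted P under 0.05. The arrays of 1, 3 and 7 days are paired by replicate number, since their ratios correlate within a number (r from 0.368 to 0.655 over 9 pairs). Those of 14 days correlate more weakly with them (r from −0.041 to 0.287 over 9 pairs). With 1 day, the group they are compared with, r was 0.27, 0.185 and 0.149, which passes the rule of every pair over 0.1, though the mice and the experiments differ and the labels state no link. The replicate block was therefore added as an alternative for the contrasts.

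Gene lists were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at a correlation estimated from the arrays. There are 15 lists, 14 of them written from general knowledge: fatty acid oxidation, steroid biosynthesis, peroxisome, PPAR targets, unsaturated fatty acid biosynthesis, adherens junction, glycolysis and gluconeogenesis, clock output genes, clock morning-arm genes, lipogenesis, fasting-induced genes, pancreas acinar genes, blood cell genes and immune cell genes. The remaining list is that of Figure 2. The symbols *Far1*, *Hbb-b1* and *Cd68* matched no probe by symbol and are missing from their lists. The methods' t-test was run on the log2 channel signals at 14 days, with the signal evaluation score of the methods read as above background in both channels on all 3 arrays, and enrichment of the lists among its calls by Fisher's exact test.

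The fits, the tests of the results, the lists and the alternatives were chosen before the data were examined, apart from the methods' t-test at both 14 days and 1 day, which was added after the limma counts had been seen, and fry under other scalings of the channels, which was added after its values had been seen. The genes named are those in the text, legends and figures of the paper and, by a rule also set then, the 3 genes with the largest rise and the 3 with the largest fall at each time point and in each contrast. These were taken among the called probes that changed the same way on all 3 arrays, or, for a contrast, whose 2 groups of 3 arrays did not overlap, which chance gives for 10% of probes. A gene outside this rule is named as chosen after its values were seen. Some of the genes that the rule gives are not reported here. Where an alternative is compared with the result reported, a change of sign with neither value past the threshold counts as no change, and a count or a percentage as unmoved while it stays within 1.5 times.

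The fit was tested on simulated data with 200 probes changed 1.5-fold. It recovered 73.5% to 79.5% of them at the time points and 62% to 68% in the contrasts, with 1.59% to 5.77% of its calls false. The set test recovered the 1 list of 15 that had been shifted, by 0.25 log2, and called no other. The simulated noise was independent between probes and between arrays, without a dye bias or shared controls. The 1.5-fold change planted was larger than the median change called at 14 days, 1.18-fold. The rates of recovery and of false calls therefore need not hold for the data. Tables were handled with data.table 1.17.8, and figures drawn with Python 3.11.15 and matplotlib 3.10.9.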

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

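The tests of a dye bias, of control pools used on more than one array, of food intake, of the share of blood and of differences between slides and scans were chosen only after the results they concern had been seen. The splits of the arrays, the test of lipogenesis with the slide as a block and under other scalings, and the test of the genes shared between lists were chosen earlier.

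A difference between time points was found for 7 days against 1 day of MgH_2_, where limma called 1144 of 19176 probes, 578 higher and 566 lower. With a replicate left out it called 1 to 37. Of the 10 ways to divide the 6 arrays, 1, the real one, gave as many calls, and the others gave at most 1. The 10 divisions leave a share of 10%, so chance cannot be excluded. The replicate block gave 2183 calls, and the slide as a random block 2152 (correlation −0.0748). With the slide as a block, limma called 0 probes, with 1626 at an unadjusted P under 0.05. No slide holds arrays of both days, and that block compares them only through the arrays of 3 days, so the difference and a slide effect cannot be told apart. For 3 days against 1 day, limma called 0 probes, with 2862 at an unadjusted P under 0.05, and 10 of 10 divisions gave as many.

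For 14 days of H_2_-water against 1 day of MgH_2_, limma called 9 of 18798 probes, 5 higher and 4 lower, and 0 with any replicate left out (1791, 1448 and 1279 at an unadjusted P under 0.05). It called 29 with the replicate block. Again 1 of 10 divisions of the arrays gave as many calls, the others giving 0, and chance cannot be excluded. The groups differ in treatment and in duration, and 0 slides hold arrays of both, so neither can be told apart from a difference between slides and scans.

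Genes with large differences between 7 days and 1 day among the called probes were *Ppargc1a* by its probe of lower signal (1.54 log2, standard error 0.309, limma adjusted P = 0.026, range over the alternatives other than leaving out a replicate 0.0103 to 0.645) and *Inhbb* (1.34, 0.203, 0.016, 0.00462 to 0.61) upward. They were *Bach2* (−1.64, 0.246, 0.015, 0.00697 to 0.548), *Elovl6* (−1.48, 0.368, 0.046, 0.0193 to 0.928) and *Ly6d* (−1.39, 0.152, 0.008, 0.00194 to 0.503) downward. For each, the 3 arrays of 7 days did not overlap the 3 of 1 day, which chance gives for 10% of probes. Leaving out a replicate lost each call in every case but 2 for *Ly6d*, with adjusted P between 0.0422 and 0.242. The other probe of *Ppargc1a* had 0.71 (adjusted P = 0.11). With the replicate block, the adjusted P was 0.030 for *Ppargc1a* and 0.019 for *Elovl6*. Among the genes the paper names, *Cpt1a* differed by 0.34 (adjusted P = 0.023), *Aldh1a1* by 0.23 (standard error 0.0528, adjusted P = 0.038) and *Pck1* by 0.49 (adjusted P = 0.037). The second probe of *Cpt1a* had 0.29 (adjusted P = 0.099). A dye bias that is the same on all arrays cancels in these differences. Over 2639 pairs of probes of the same gene, the differences correlated with r = 0.657, and over the 408 called probes with another probe, 348 (85.3%) had a second probe with the same sign. The slides of the days stay open as a cause, as does the duration of treatment.

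Genes with large differences between 14 days and 1 day among the called probes were *Zfp580* (0.56 log2, standard error 0.07, limma adjusted P = 0.037, range over the alternatives other than leaving out a replicate 0.0126 to 0.16) and *Pmm1* (0.51, 0.0579, 0.034, 0.0127 to 0.156) upward. They were *Il17d* (−0.90, 0.0898, 0.032, 0.0113 to 0.328), *Mpzl3* (−0.87, 0.0936, 0.032, 0.0113 to 0.356) and *Lepr* (−0.56, 0.0685, 0.037, 0.00304 to 0.623) downward. The arrays of the groups did not overlap for any of them, which chance gives for 10% of probes. Every call was lost with any replicate left out. *Lepr* is the gene mutated in these mice, in both groups. Another probe of *Pmm1* differed by 0.45, in the same direction. Another probe of *Il17d* differed by 0.027, which does not share the fall. A dye bias that differed between the slides of 14 days and of 1 day may have produced such a difference, and with 1 gene of this kind it cannot be told apart from a change of a single transcript.

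The list of lipogenesis had lower ratios in the treated livers at 3 days, with a median of −0.79 log2 (camera adjusted P = 8.7e-05, 9 of 11 genes called lower), and at 7 days, with −0.87 (5.3e-05, 9 of 11). The text of the paper gives no result for these genes. The median was below 0 on each array, with −0.542, −1.04 and −0.794 at 3 days and −0.718, −0.903 and −1.1 at 7 days. Fry called both (adjusted P = 0.0066 and 0.0043), and camera with an estimated correlation neither (0.80 and 0.73). Tested between time points, the list was lower by −0.78 at 3 days than at 1 day (camera adjusted P = 6.7e-09, with fry 0.14) and by −0.86 at 7 days (3.1e-07, with fry 0.078). With the replicate block, camera gave 4.2e-09 and 1.5e-07. *Fasn* had −1.77 at 3 days (limma adjusted P = 0.010, lower on 3 of 3 arrays), with 0.075 at most when a replicate was left out. *Elovl6* had −1.42 (adjusted P = 0.0053, 3 of 3), with 0.042 at most. The tables argue against several technical causes. Control pools shared with 1 day would lower the list at 1 day too, where its median was −0.048, and 0.017 under normexp and loess. A constant dye bias would cancel in the difference of 7 days from 1 day, which was −0.863. The scaling moved the median at 7 days to −0.827 at the least. What stays open are the slides and the feeding of the mice. With the slide as a block the difference of 3 days from 1 day was −0.446, with 9 of 11 genes lower, and rests on 1 array of 3 days that shares a slide with 1 day. A lower food intake of the treated mice may lower lipogenesis. The fasting-induced genes without *Ppargc1a*, *Cpt1a* and *Fgf21* were higher by 0.166 at 7 days than at 1 day (8 of 13 genes higher, not past the threshold in camera), which decides neither way. A treatment effect of MgH_2_ is a hypothesis beside these.

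The list of unsaturated fatty acid biosynthesis also had lower ratios at 3 days, with a median of −0.20 (camera adjusted P = 0.023, fry 0.0066, estimated correlation 0.80, 1 gene called higher and 8 lower), and at 7 days, with −0.19 (0.014, 0.0043, 0.73, 1 and 8). The paper reports this pathway at 14 days, and its text gives no result for it at 3 and 7 days. Under normexp and loess the medians were −0.15 and −0.17. Without the 2 genes it shares with the lipogenesis list, the median was −0.186 at 7 days, with 15 of 17 genes lower and 6 called, and −0.179 at 3 days, so the shared genes are not the whole cause. The difference from 1 day, where the median was −0.128, was −0.0431 at 3 days (camera adjusted P = 0.12) and −0.0744 at 7 days (0.18), not past the threshold. Shared control pools therefore stay open for this list, as do slides, food intake and a dye bias that differed between the experiments, and none of these was tested for it by itself. A constant dye bias would lower the list at 14 days as well, where H_2_ was also in Cy5 and the arrays had 0.0404, 0.0648 and 0.162. At 3 and 7 days every array was below 0 (−0.149 at the highest), which argues against it.

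The list of immune cell genes had a median of −0.30 at 3 days (camera adjusted P = 0.049, fry 0.020, estimated correlation 0.80, 5 of 11 genes called lower) and of −0.36 at 7 days (0.020, 0.0047, 0.73, 7 called lower and 1 higher). The paper's text names no result for these genes. The medians of the arrays were −0.226, −0.313 and −0.313 at 3 days and −0.316, −0.331 and −0.419 at 7 days, and the direction held under each scaling. The list marks immune cells only as a hypothesis, and the levels of its genes in other liver cells were not tested. A lower share of blood in the treated livers could lower it. The blood cell list had a median of −0.317 at 7 days, but −0.889, 0.448 and −0.433 on the arrays, so its fall is within its spread and the explanation can be neither held nor dropped. The difference from 1 day was −0.225 at 3 days (camera adjusted P = 0.074) and −0.276 at 7 days (0.052), not past the threshold. With the replicate block these were 0.11 and 0.050.

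The list of steroid biosynthesis had a median of −0.34 at 1 day of MgH_2_ (camera adjusted P = 0.0062, fry 0.047, estimated correlation 0.98, 3 of 12 genes called lower), with −0.241, −0.351 and −0.359 on the arrays and below 0 under each scaling. The paper reports no significant change at 1 day for the genes selected at 14 days, and whether these include the pathway cannot be read from its text. A constant dye bias would lower the list at 14 days as well, where H_2_ was also in Cy5. The arrays of 14 days had 0.259, 0.13 and 0.226, and the difference from 1 day was 0.443, which argues against it. A dye bias that differed between the experiments, the slides and the possible use of the same control pools were not tested for this list and stay open.

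At 14 days against 1 day, 6 lists of lipid metabolism were higher by camera. The medians of the differences were 0.26 for the Figure 2 genes (adjusted P = 2.2e-09), 0.14 for fatty acid oxidation (4e-07), 0.44 for steroid biosynthesis (7e-10), 0.070 for the peroxisome (8e-04), 0.19 for the PPAR targets (0.00011) and 0.24 for unsaturated fatty acid biosynthesis (6.3e-05). All 12 Figure 2 genes were higher, and these lists share genes with each other. The study chose those 12 as raised on the arrays of 14 days, so their difference is not independent evidence. Each of the other lists except steroid biosynthesis holds some of them. Under fry the adjusted P ran from 0.015 to 0.025, and with the estimated correlation none passed (0.20 or more). With the replicate block the calls held (at most 0.00092), and the clock output genes passed too (median 0.399, adjusted P = 0.04, and 0.13 without the block). The differences rest in part on values below 0 at 1 day, with medians there of −0.338 for steroid biosynthesis, −0.095 for fatty acid oxidation, −0.050 for the peroxisome, −0.106 for the PPAR targets and −0.128 for unsaturated fatty acid biosynthesis. How far they do depends on the scaling, since under normexp and loess the medians at 1 day were −0.0267 for fatty acid oxidation, 0.015 for the peroxisome and 0.000658 for the PPAR targets. A constant dye bias cancels here. A difference between slides and scans may add to the differences, since 0 slides hold arrays of both groups, and it cannot be told apart from the effects of H_2_-water, of the longer treatment and of MgH_2_.

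At 3 days against 1 day, 2 lists besides lipogenesis passed in camera. The Figure 2 genes had a median difference of 0.18 (adjusted P = 0.047, 8 of 12 genes higher) and fatty acid oxidation one of 0.075 (0.047). Neither passed with fry (0.29 for both) or with the replicate block (0.11 for both). No single gene of either list was called by limma in that contrast. Their technical explanations are those of the slides, as for lipogenesis, and were not tested for these lists.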

How the results depend on the processing

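The methods' t-test at both 14 days and 1 day and fry under other scalings were chosen only after the results they concern had been seen, and the other alternatives earlier. The results compared are the counts of called probes, the genes *Ppargc1a*, *Cpt1a* and *Fgf21*, the gene lists and the enrichments (63 in all) and 47 further named genes and values. No result called here reversed its direction and stayed called under any alternative run. Keeping the spots marked by Feature Extraction left all 63 and all 47 on their side of the threshold. Of the 63, 56 were unmoved with the deposited log ratios, 54 with median-centered arrays, 45 with normexp and loess, 50 without the filter on dim probes and 61 with 1 channel above background. Of the 47, these were 39, 39, 35, 38 and 44. With only the arrays compared in the fit, 34 of 52 and 22 of 47 were unmoved. With an intensity trend and a robust prior, 35 of 37 and 41 of 47 were, with the channels unpaired 26 of 37 and 29 of 47, and with the slide as a random block 30 of 37 and 43 of 47. The replicate block left 10 of 12 and 12 of 12 of the contrasts unmoved, and the slide as a block 6 of 8 and 0 of 6.

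With the deposited log ratios, and alike with the values of the deposited table, 760 probes were lower at 1 day, 8 of the Figure 2 genes were called higher at 14 days, and 4 probes differed between 14 days and 1 day. Unsaturated fatty acid biosynthesis (median 0.16, adjusted P = 0.0627, range over its alternatives other than leaving out a replicate 0.00897 to 0.574) and the clock output genes (0.36, adjusted P = 0.0526, range 0.000313 to 0.574) lost their calls at 14 days. By Fisher's exact test, fatty acid oxidation gained enrichment among the higher genes (8 genes, P = 0.0169, range 0.0169 to 0.164) and adherens junction lost its enrichment among the lower ones (11 genes, P = 0.0754, range 0.0133 to 0.232). The cause was not tested.

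With median-centered arrays, 724 probes were lower at 1 day and 712 at 14 days, 8 of the Figure 2 genes were called and 4 probes differed between 14 days and 1 day. The methods' t-test gave 46 probes after adjustment. The lists of unsaturated fatty acids (0.16, adjusted P = 0.0627) and clock output (0.36, adjusted P = 0.0602) lost their calls. Fatty acid oxidation was enriched (8 genes, exact P = 0.0200) and adherens junction was not (11 genes, exact P = 0.0564). The cause was not tested.

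With normexp and loess, 1250 probes were higher and 689 lower at 1 day, 1787 lower at 3 days and 1712 higher at 14 days. Of the Figure 2 genes, 11 were called. Between 3 days and 1 day 17 probes differed, and between 14 days and 1 day 85. The log2 ratio of *Fgf21* was 0.029 at 1 day, 0.12 at 3 days and 0.21 at 7 days, and its differences from 1 day were 0.088 at 3 days and 0.18 at 7 days. The methods' t-test gave 1240 lower probes and 48 after adjustment. Unsaturated fatty acids (0.15, adjusted P = 0.0582) and clock output (0.29, adjusted P = 0.0582) lost their calls. Fatty acid oxidation was enriched (7 genes, exact P = 0.0461) and adherens junction was not (6 genes, exact P = 0.232). The cause was not tested. For *Fgf21* at 7 days a comparison is given with the other observations, which cannot decide it.

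Without the filter on dim probes, more probes are tested and the adjustment covers them all. At 1 day 402 probes were higher and 539 lower, at 3 days 1021 and 1584, and at 7 days 3403 higher. Between 7 days and 1 day 86 differed, and between 14 days and 1 day 67. *Ppargc1a* at 3 days (0.55, adjusted P = 0.101, range 0.0181 to 0.101) and *Cpt1a* between 7 days and 1 day (0.34, adjusted P = 0.0789, range 0.0108 to 0.612) lost their calls at unchanged log2 ratios. Of the probes called at 14 days, 15.6% were called at 1 day, and 30.3% adjusted over the list alone. Fatty acid oxidation was called higher by camera (0.042, adjusted P = 0.0197, range 0.0197 to 0.702). The methods' t-test gave 3 probes after adjustment. With 1 channel above background, *Fgf21* at 7 days was called (1.51, adjusted P = 0.040, range 0.0400 to 0.0557), since the filter then admits it, and unsaturated fatty acid biosynthesis was not (0.13, adjusted P = 0.0774).

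With only the arrays compared in the fit, fewer arrays estimate the spread. At 1 day limma called 0 probes higher and 0 lower (3920 at an unadjusted P under 0.05), at 3 days 170 and 140, at 7 days 977 and 1303, and at 14 days 287 and 146. None (0) of the Figure 2 genes was called at 14 days (11 unadjusted), 0% of the probes called at 14 days at 1 day (962 unadjusted), and 0 probes between 14 days and 1 day (2401 unadjusted). Between 7 days and 1 day 151 probes differed. *Ppargc1a* at 3 days (0.55, adjusted P = 0.0804), *Cpt1a* at 3 days (0.30, adjusted P = 0.0653, range 0.000553 to 0.09) and at 14 days (0.25, adjusted P = 0.0781, range 0.003 to 0.369), and *Cpt1a* between 7 days and 1 day (0.34, adjusted P = 0.0647) lost their calls. At 14 days the clock morning-arm genes (−0.29, adjusted P = 0.0438, range 0.0438 to 0.745) and lipogenesis (0.13, adjusted P = 0.0438, range 0.0438 to 0.764) gained theirs, for which the cause was not tested.

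With an intensity trend and a robust prior, *Ppargc1a* at 3 days lost its call (0.55, adjusted P = 0.0502) and 3 probes differed between 14 days and 1 day. The cause was not tested.

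With the channels unpaired and no replicate block, 318 probes were higher and 670 lower at 1 day, 959 and 1631 at 3 days, 1498 higher at 7 days, and 360 and 406 at 14 days. Of the Figure 2 genes, 2 were called. Between 7 days and 1 day 389 probes differed, and between 14 days and 1 day 2. *Cpt1a* between 7 days and 1 day lost its call (0.34, adjusted P = 0.0675). The cause was not tested. With the replicate block, 2183 probes differed between 7 days and 1 day and 29 between 14 days and 1 day, a pair of groups whose arrays correlate weakly by number. The block also moved lists across the threshold. The Figure 2 genes and fatty acid oxidation lost their calls between 3 days and 1 day (0.11 for both), and the clock output genes gained one between 14 days and 1 day (0.04). The 3-day contrast stayed at 0 calls by limma with the replicate block (3935 at an unadjusted P under 0.05).

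With the slide as a random block (correlation −0.0748), 1006 probes were higher and 2414 lower at 1 day and 1758 lower at 14 days, 8 of the Figure 2 genes were called, and 4, 2152 and 46 probes differed from 1 day at 3, 7 and 14 days. With the slide as a block, limma called 0 probes between 7 days and 1 day (1626 at an unadjusted P under 0.05), and *Cpt1a* had 0.26 (adjusted P = 0.612). That block leaves fewer arrays to compare 1 and 7 days, which share no slide. For the random block the cause was not tested.

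With the mean of all probes of a gene, *Cpt1a* lost its calls at 3 days (0.13, adjusted P = 0.0900) and at 14 days (0.082, adjusted P = 0.369), since its second probe did not rise, and *Ppargc1a* gained one between 7 days and 1 day (1.13, adjusted P = 0.0381, range 0.0381 to 0.782), since its second probe rose more.

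For the gene lists at 14 days, fry lost steroid biosynthesis (0.22, adjusted P = 0.189, range 0.000213 to 0.574), the PPAR targets (0.13, adjusted P = 0.146, range 0.000313 to 0.574), unsaturated fatty acid biosynthesis (0.13, adjusted P = 0.189) and the clock output genes (0.34, adjusted P = 0.146). It gained adherens junction (−0.066, adjusted P = 0.00525, range 0.00525 to 0.923) and glycolysis (−0.036, adjusted P = 0.0234, range 0.0234 to 0.923). Fry tests a list against 0, and with the channels scaled by their totals the median of all tested probes is −0.027. With the deposited ratios, median-centered arrays, and normexp and loess, fry called neither adherens junction (0.38, 0.52 and 0.30) nor glycolysis (0.081, 0.13 and 0.96), and called fatty acid oxidation (0.043, 0.036 and 0.015), the peroxisome (0.043, 0.036 and 0.0026) and the PPAR targets (0.043, 0.036 and 0.0026) higher. Of unsaturated fatty acids (0.081, 0.09 and 0.033) it called the last, and of steroid biosynthesis none (0.096, 0.11 and 0.08). Camera with an estimated correlation lost the Figure 2 genes (0.25, adjusted P = 0.435, range 2.87e-09 to 0.435), and steroid biosynthesis (0.22), the PPAR targets (0.13), unsaturated fatty acids (0.13) and clock output (0.34), all with an adjusted P of 0.574. Apart from the scaling, the cause was not tested.

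At 14 days, the methods' t-test called 1659 probes higher and 2579 lower, a one-sample t-test of the log2 ratios 1823 and 2826, and the p-value of Feature Extraction on all 3 arrays 181 and 26. The first 2 of these are not adjusted, which adds calls, and the last needs each array to pass. With the methods' t-test at both times, the share of the probes called at 14 days that were called at 1 day, 31.5%, stayed within 1.5 times.

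Leaving out a replicate leaves fewer arrays. The counts ranged from 239 to 324 higher and 250 to 611 lower at 1 day, 854 to 1093 and 1079 to 1758 at 3 days, 1196 to 1721 and 1818 to 2092 at 7 days, and 228 to 299 and 172 to 238 at 14 days. Between 7 days and 1 day they ranged from 1 to 37, and between 14 days and 1 day limma called 0 in each case (1791, 1448 and 1279 at an unadjusted P under 0.05). The Figure 2 genes called ranged from 1 to 3, and adjusted over the list alone from 4 to 11. *Ppargc1a* lost its call at 3 days in each case (0.40 to 0.63, adjusted P 0.0863 to 0.24) and at 7 days in 1 (0.64 to 0.84, adjusted P 0.0284 to 0.0714). *Cpt1a* lost its call at 14 days in 2 (0.19 to 0.30, adjusted P 0.0191 to 0.0911) and between 7 days and 1 day in each (0.29 to 0.40, adjusted P 0.0814 to 0.166). Among the lists, fatty acid oxidation gained a call in 1 (0.025 to 0.057, adjusted P 0.0156 to 0.257), and unsaturated fatty acids (0.10 to 0.20, adjusted P 0.0192 to 0.117) and clock output (0.31 to 0.59, adjusted P 0.000672 to 0.102) lost theirs in 2. The methods' t-test gave 914 to 1274 higher and 1445 to 1520 lower probes and 0 or 1 after adjustment. By Fisher's exact test, the overlaps with the higher genes ranged from 2 to 6 for the Figure 2 genes (P 1.98e-05 to 0.146), 0 to 7 for steroid biosynthesis (9.22e-06 to 1), 2 to 7 for the peroxisome (0.0374 to 0.942), 3 to 7 for the PPAR targets (0.00777 to 0.642) and 1 to 4 for unsaturated fatty acids (0.0187 to 0.784). Those with the lower genes ranged from 8 to 12 for adherens junction (0.00492 to 0.128) and 3 to 7 for glycolysis (0.0165 to 0.512).

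The signal of the spike-in controls over background was 6.99 to 9.15 in Cy3 and 21.6 to 25.3 in Cy5 on the arrays of 1, 3 and 7 days, and 50.6 to 57.9 and 79.5 to 97.8 on those of 14 days. Genes below background in a channel, such as *Fgf21* in the controls, have no ratio that the arrays resolve. The replicate block was not run for the group means, nor the gene lists with the channels unpaired, with the trend or with the slide.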

Differences from the paper's values

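The methods' t-test at both 14 days and 1 day and fry under other scalings were chosen only after the results they concern had been seen. The other alternatives were set before the data were examined. The paper counts genes and the values here count probes. Its threshold is a P value under 0.05 with no adjustment named, while the limma counts are adjusted.

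At 14 days the paper gives 1344 genes with significantly higher expression, and limma called 752 probes higher here. The counts under the deposited log ratios (998), the values of the deposited table (998), median centering (1028), normexp and loess (1712), the slide as a random block (1086), the methods' t-test (1659) and a one-sample t-test (1823) are within 1.5 times of the paper's. Those under 1 channel above background (836), marked spots kept (753), no filter (863), an intensity trend and robust prior (658), channels unpaired (360), only the arrays compared (287), the p-value of Feature Extraction (181) and leaving out a replicate (228 to 299) are not.

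The paper gives 542 genes with significantly lower expression at 14 days, and limma called 1126 probes lower here. The counts under the deposited log ratios (768), the values of the deposited table (768), median centering (712) and unpaired channels (406) are within 1.5 times of the paper's. Those under normexp and loess (894), 1 channel above background (1063), marked spots kept (1126), no filter (1661), an intensity trend and robust prior (1083), only the arrays compared (146), the slide as a random block (1758), the methods' t-test (2579), a one-sample t-test (2826), the p-value of Feature Extraction (26) and leaving out a replicate (172 to 238) are not.

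For *Ppargc1a* at 7 days of MgH_2_, the paper's q-PCR gives about 2.6 times the control (Fig. 4a, read by eye), and the arrays gave 1.68-fold here with the probe of higher signal. With the mean of all probes (2.02-fold) and without replicate 2 (1.79-fold) the value is within the rule of 1.5 times, and under the other alternatives (1.56-fold to 1.71-fold) it is not. The second probe by itself gave 2.42-fold.

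The paper reports no significant change at 1 day for the genes selected at 14 days. Of the 1863 called probes tested at both times, 44.9% were called at 1 day by limma, 822 of the 836 in the same direction, though 0 of the 12 Figure 2 genes was (1 at an unadjusted P under 0.05). With only the arrays of 1 day in the fit, 0 were called by limma (962 at an unadjusted P under 0.05). With the methods' t-test at both times, chosen after the values had been seen, 31.5% were.

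More genes rise than fall in the paper at 14 days. Limma called more probes lower than higher here, and more higher than lower with the deposited log ratios, with median centering and with normexp and loess. Only the arrays compared (287 higher, 146 lower), the p-value of Feature Extraction (181, 26) and leaving out a replicate also gave more higher probes.

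The paper lists the 12 genes of Figure 2 as increased. All 12 were higher here, and 4 were called over all probes (12 adjusted over the list alone). With the deposited log ratios, with median centering and with the slide as a random block 8 were called, and with normexp and loess 11.

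The paper names pathways of the peroxisome and of fatty acid metabolism as enriched among the higher genes, and adherens junction and glycolysis among the lower ones. The lists used here did not pass in camera at 14 days (adjusted P 0.30, 0.10, 0.30 and 0.29, medians 0.0052, 0.042, −0.066 and −0.036). The 27 genes of fatty acid oxidation passed without the filter (adjusted P = 0.0197, over the alternatives from 0.0197 to 0.702) and without 1 of the replicates, and were enriched by Fisher's exact test with the deposited ratios, median centering and normexp. Fry called adherens junction (adjusted P = 0.00525) and glycolysis (0.0234) lower with the channels scaled by their totals and under no other scaling. Under the other scalings it called fatty acid oxidation (0.015 to 0.043) and the peroxisome (0.0026 to 0.043) higher. Before adjustment, Fisher's exact test called adherens junction. The peroxisome was enriched by Fisher's exact test without 1 of the replicates (P = 0.0374), and glycolysis among the lower genes without 2 of them in turn (P = 0.0165 and 0.0191, and 0.512 without the third).

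The paper reports a rise of *Fgf21* with MgH_2_. On the arrays its control signal was below background, so that no fold is resolved. It was called at 7 days with 1 channel above background (log2 ratio 1.51, limma adjusted P = 0.040, higher on 3 of 3 arrays), and at 3 days it was not (adjusted P = 0.42).

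Figure 4i of the paper draws *Fads2* and *Dbi* among the genes raised. At 14 days *Fads2* had a log2 ratio of 0.036 (limma adjusted P = 0.74) and *Dbi* 0.089 (adjusted P = 0.40) here, neither called. Another probe of *Dbi* was called (0.24, adjusted P = 0.036). *Ppara* was not called either (0.26, adjusted P = 0.36). The size of its change, 1.2-fold, did not differ from the paper's q-PCR, about 1.2-fold (Fig. 4g, read by eye).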

Other observations

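The tests of a dye bias, of the same control pools, of the sampling times and of a signal near the background were chosen only after the results they concern had been seen. The splits of the arrays were chosen earlier.

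For each time point, the channels of the 3 arrays can be exchanged in 4 ways. At 1 day the real assignment alone, 1 of 4, gave as many probes called by limma as were seen, at 3 days 1 of 4, at 7 days 1 of 4 and at 14 days 1 of 4, with 0 calls in each of the others. With 4 assignments the share cannot fall below 1 in 4, so this test cannot exclude chance whatever its outcome. For the methods' t-test at 14 days, 1 of 10 divisions of the 6 channels gave as many calls (4238, and 223 to 1314 in the others), which cannot exclude chance either. For the gene lists at 14 days, 2 of 4 assignments gave as many lists in camera. The real one called 5, and the others 2, 8 and 3. Since as many lists passed with channels exchanged, the number of lists called at 14 days says nothing by itself.

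Probes called at 14 days mostly moved the same way at 1 day, although the experiments differ in treatment and mice. A dye bias of each probe may produce this, since H_2_ was in Cy5 on all arrays. If so, different probes of a gene should share little of the part common to both time points and more of the difference, from which a constant bias drops out. Over 2639 pairs of probes, the mean of 1 and 14 days correlated with r = 0.213 (95% interval 0.169 to 0.255), and the difference with r = 0.574 (0.52 to 0.624). At 14 days alone r was 0.265, and at 1 day 0.383. Of the probes called at 14 days, 626 had another probe for the gene, and 402 of these (64.2%) had the same sign. The values are consistent with a dye bias behind part of the shared direction, and with it behind part of the calls at each time point. How large that part is stays open without a dye swap.

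The ratios at 1, 3 and 7 days deviate together by replicate number. The same control pools on the arrays of 1, 3 and 7 days may be the source. The spread between control channels of the same number in different groups had a median of 0.0962 log2 (0.0813 to 0.111, 9 pairs), and that between different numbers 0.166 (0.142 to 0.205, 18 pairs). In the H_2_ channels these were 0.197 and 0.191. The ranges of the control channels did not overlap, which shared pools predict. The legend of the paper's q-PCR figure names no control for each day and compares the times with the start of treatment. The labels do not state that the control pools were the same. If they were, each of the time points is compared with the same 3 pools, and a chance deviation of these appears at all of them. Ratios simulated without a treatment effect on shared controls correlated with r = 0.306 between groups (59.4% of probes with the same sign, 20 simulations). The real correlations over 18414 probes were 0.489 between 1 and 3 days, 0.302 between 1 and 7 days and 0.837 between 3 and 7 days (82.5% with the same sign). At 3 and 7 days, 3389 probes were called in both, 3388 of them in the same direction. At 1 and 3 days 1279 were called in both (1264 in the same direction), and at 1 and 7 days 1128 (1079). The correlation of 1 and 7 days is no higher than the simulated one, and those of 1 and 3 and of 3 and 7 days are higher. The simulation treats the probes as independent, so how much of the likeness comes from shared controls stays open. With 14 days, the correlations were 0.333 at 1 day, 0.289 at 3 days and 0.309 at 7 days.

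At 14 days, the clock output genes had a median of 0.34 log2 (camera adjusted P = 0.024, over the alternatives from 0.000313 to 0.574), with 0.743, 0.0486 and 0.451 on the arrays. The call was lost under each other scaling, under fry and without 2 of the replicates in turn. The clock morning-arm genes had −0.29 (adjusted P = 0.31), with −0.623, −0.126 and −0.347. The lists have 7 and 4 tested genes and were not chosen on these arrays. Control and treated mice sampled at different times of day may move these lists apart. The difference between their medians was 1.37, 0.175 and 0.798 on the arrays, at least 0.175. A change of the clock by H_2_ predicts the same, and the times of sampling are not given, so the causes cannot be told apart.

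The other lists at 14 days were not called by camera. Lipogenesis had a median of 0.13 (adjusted P = 0.28) and the fasting-induced genes −0.11 (0.39). The pancreas acinar genes had −0.012 (0.87) and turned positive under each other scaling. The blood cell genes had −0.099 (0.46). The immune cell genes had −0.026 (0.81), with a sign that flips between scalings. With only the arrays compared in the fit, the clock morning-arm genes and lipogenesis passed, both with an adjusted P of 0.0438, over alternatives from 0.0438 to 0.764.

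*Fgf21* was below background in the control channel on all arrays of 1, 3 and 7 days, and its ratio at 7 days depends on the background correction. A signal near the background is a candidate explanation. Over 19 probes below background in the control channel and above it in the H_2_ channel, normexp kept 13.7% of the log2 ratio (median), and over 436 probes above background in both, 68.8%. Normexp was run with an offset of 50 on both channels, which shrinks the ratio of any dim probe. The comparison was thus bound to show a loss and cannot test the explanation. On the arrays of 14 days *Fgf21* had log2 ratios of −0.394, 2.86 and 1.50, with the control above background on 1 of 3.

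Of the genes the paper names for 14 days, some moved the other way at 3 and 7 days of MgH_2_, and none of these opposite directions was tested against 14 days. *Aldh3a2* had −0.17 at 3 days (limma adjusted P = 0.024, lower on 3 of 3 arrays) and −0.25 at 7 days (0.0033, 3 of 3). *Acaa1b* had −0.42 (0.019, 3 of 3) and −0.50 (0.0068, 3 of 3). *Fads2* had −0.30 at both (0.011 and 0.0084, 3 of 3), and *Dbi* −0.43 (0.0017, 3 of 3) and −0.46 (0.00085, 3 of 3). *Aldh1a1*, *Eci2*, *Aldh1l1* and *Cyp4a32* were called higher at both times, and *Cyp4a10* at 3 days. In all, 6 of the 12 Figure 2 genes were called higher and 2 lower at 3 days, and 5 and 2 at 7 days. *Pck1* had 0.28 (0.034, 3 of 3) and 0.29 (0.024, 3 of 3) at 3 and 7 days, and −0.42 (0.013, lower on 3 of 3) at 14 days. *G6pc* had −0.58 at 14 days (0.070). *Foxo1* and *Akt1* were not called at any time point. Of *Akt2*, a pair of probes other than its brightest moved in opposite directions. The first was called higher at 1 day (0.12, adjusted P = 0.041). The second was called lower at 3 days (−0.23, 0.027) and at 7 days (−0.32, 0.0055). The probe of *Gapdh* with the highest signal was not called at 14 days (−0.04), though other probes of it were, with −0.14 to −0.21.

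Large changes among called probes, taken by the rule given under the processing, were as follows. At 1 day *Akr1c18* had 1.37 (limma adjusted P = 4.2e-05), *Rdh1* 0.86 (4e-04), *Lpin1* 0.86 by its dimmer probe (0.039), *Slc22a26* −0.96 (0.026), *Chil1* −0.78 (0.049) and *Mmd2* −0.73 (0.0047). The calls of *Lpin1*, *Slc22a26* and *Chil1* were lost with any replicate left out (adjusted P from 0.0659 to 0.23). At 3 days *Akr1c18* had 1.299 (6.2e-05), *Eif4ebp3* 0.89 (0.00068) and *Il17d* 0.89 (1.6e-05), and *Saa1* −2.69 (0.048), lost with any replicate left out (0.113 to 0.204). At 7 days *Inhbb* had 1.31 (0.00032), *Cfd* −2.44 (0.041), *Cidea* −1.85 (0.043) and *Elovl6* −1.73 (0.0015). The calls of *Cfd* and *Cidea* were each lost without 2 of the replicates in turn (0.192 and 0.208 at most). At 14 days *Dpf1* had 0.85 (0.030), *Sult2a6* 0.85 by its dimmer probe (0.014), *A630001G21Rik* 0.83 (0.0095) and *Myc* −0.97 (0.015). The calls of *Dpf1* (0.112 to 0.16) and *A630001G21Rik* (0.0553 to 0.071) were lost with any replicate left out, and those of *Sult2a6* (0.1 at most) and *Myc* (0.0722 at most) without 2 of them in turn. The other probe of *Il17d* had −0.0023 at 3 days (adjusted P = 0.99) and does not share the rise. The brighter probe of *Lpin1* had 0.06 at 1 day and that of *Sult2a6* 0.68 at 14 days, neither called. Each called probe had its direction on 3 of 3 arrays. Over the 11 alternatives other than leaving out a replicate, the call of *Chil1* was lost in 9 and that of *Saa1* in 7. Those of *Lpin1* and *Cidea* were lost in 4, of *Slc22a26* and *Cfd* in 3, and of *Rdh1* and *Sult2a6* in 2. Those of *Mmd2*, *Dpf1*, *Myc* and, at 1 day, *Akr1c18* were lost in 1. At 1 day the log2 ratio fell to 0.48 for *Akr1c18* and to 0.18 for *Rdh1*. A dye bias of these probes is not excluded, and no biological explanation was tested.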
